# Disruption of Sorting Nexin 5 Causes Respiratory Failure Associated with Undifferentiated Alveolar Epithelial Type I Cells in Mice

**DOI:** 10.1371/journal.pone.0058511

**Published:** 2013-03-19

**Authors:** Sun-Kyoung Im, HyoBin Jeong, Hyun-Woo Jeong, Kyong-Tai Kim, Daehee Hwang, Machiko Ikegami, Young-Yun Kong

## Abstract

Sorting nexin 5 (Snx5) has been posited to regulate the degradation of epidermal growth factor receptor and the retrograde trafficking of cation-independent mannose 6-phosphate receptor/insulin-like growth factor II receptor. Snx5 has also been suggested to interact with Mind bomb-1, an E3 ubiquitin ligase that regulates the activation of Notch signaling. However, the *in vivo* functions of Snx5 are largely unknown. Here, we report that disruption of the *Snx5* gene in mice (*Snx5^-/-^* mice) resulted in partial perinatal lethality; 40% of *Snx5^-/-^* mice died shortly after birth due to cyanosis, reduced air space in the lungs, and respiratory failure. Histological analysis revealed that *Snx5^-/-^* mice exhibited thickened alveolar walls associated with undifferentiated alveolar epithelial type I cells. In contrast, alveolar epithelial type II cells were intact, exhibiting normal surfactant synthesis and secretion. Although the expression levels of surfactant proteins and saturated phosphatidylcholine in the lungs of *Snx5^-/-^* mice were comparable to those of *Snx5^+/+^* mice, the expression levels of T1α, Aqp5, and Rage, markers for distal alveolar epithelial type I cells, were significantly decreased in *Snx5* ^-/-^ mice. These results demonstrate that *Snx5* is necessary for the differentiation of alveolar epithelial type I cells, which may underlie the adaptation to air breathing at birth.

## Introduction

During lung development, the proximal-distal axis is formed by the elongation, expansion, and bifurcation of lung buds during branching morphogenesis, and the functional units for gas exchange are generated during alveologenesis. During late gestation, alveolar development occurs and type I and type II alveolar epithelial cells undergo differentiation and maturation to form functional alveoli [1], [2], [3], [4], [5], [6]. Alveolar epithelial type I cells are in close contact with endothelial cells in alveolar capillaries and form an efficient gas exchange area [7]. Alveolar epithelial type II cells undergo marked biochemical and ultrastructural changes, including depletion of glycogen content, enhanced synthesis of surfactant proteins and lipids, increased numbers of lamellar bodies, and surfactant secretion. In neonates, deficiency of surfactant protein production or secretion due to pulmonary immaturity can cause clinical disorders, such as respiratory distress syndrome or bronchopulmonary dysplasia. Respiratory distress syndrome is a major cause of high morbidity and mortality in premature infants [8], [9], [10].

Deletion or mutation of genes encoding surfactant proteins (SP)-B, SP-C, and ATP-binding cassette (ABC) A3 (ABCA3) in mice causes respiratory failure or severe lung disease soon after birth [11], [12], [13], [14]. In addition, recently, mutant mice with knock-in of the thyroid hormone receptor repressor silencing mediator of retinoid and thyroid hormone receptors (SMRT) have provided a novel model for alveolar epithelial type I cell-associated respiratory distress syndrome [15]. Although functional maturation of alveolar epithelial type I and II cells is critical for the adaptation of air breathing at birth, the molecular mechanisms that control the functional maturation of alveolar epithelial cells, particularly type I cells, are poorly understood [16], [17].

Sorting nexins (SNXs) are a large family of proteins that contain the phosphoinositide-binding Phox homology domain. Previous studies have reported that SNX5 plays a role in endosomal trafficking of epidermal growth factor receptor (EGFR) and cation-independent mannose 6-phosphate receptor (CI-MPR)/insulin-like growth factor II receptor (IGF2R) [18], [19], [20], [21]. Overexpression of SNX5 inhibits the degradation of EGFR, whereas the overexpression of SNX1 or SNX6 enhances EGFR degradation, suggesting that EGFR degradation may be finely regulated by SNX1, SNX5, and SNX6 [18], [22], [23]. Knockdown experiments of SNX5 and SNX6 using RNA interference (RNAi) show dispersed CI-MPR trafficking in HeLa cells into early endosomes [20], suggesting that CI-MPR is also regulated by SNX5 in endosome-to-trans-Golgi network (TGN) retrieval [24]. In addition, SNX5 interacts with Mind bomb-1 (Mib1), a key regulator of Notch ligands in mammalian development [25], [26], [27], [28], [29], [30], [31]. In zebrafish, depletion of *snx5* by morpholino leads to severe defects in vascular formation and hematopoietic cell generation [21], suggesting that *Snx5* may be involved in Notch signaling through regulation of *Mib1*. Despite a decade of studies examining the role of SNX5, the precise physiological function of SNX5 in mammals is still not known.

To study the *in vivo* functions of SNX5, we generated mice lacking the *Snx5* gene. These *Snx5^-/-^* mice showed partial perinatal mortality, with approximately 40% of the animals dying within a day of birth. Thirty percent of *Snx5^-/-^* mice survived until adulthood, but displayed severe growth inhibition. Downstream signaling of EGFR, EGFR degradation and endosome-to-TGN retrieval of CI-MPR were not affected in *Snx5^-/-^* murine embryonic fibroblasts (MEFs). In addition, EGFR signaling was not altered in isolated primary lung epithelial cells (PLEs). Neonatal *Snx5^-/-^* mice showed significant breathing defects associated with cyanosis and reduced pulmonary air space in the lungs at birth. Histological analysis revealed that *Snx5^-/-^* mice had reduced alveolar epithelial type I cells, while alveolar epithelial type II cells were intact. Consistently, *Snx5^-/-^* mice had decreased levels of the alveolar epithelial type I cell markers T1α, Aqp5, and Rage, whereas the expression levels of surfactant proteins and saturated phosphatidylcholine were comparable to wild-type mice. The results of our study indicate that *Snx5* is necessary for the differentiation of alveolar epithelial type I cells during perinatal murine lung development.

## Materials and Methods

### Ethics statement

Mice used in this study were housed under specific pathogen-free conditions. All animal protocols were approved by the Seoul National University Institutional Animal Care and Use committee (Approval number: SNU080623-4).

### Mouse experiments

The XA155 gene-trapped ES cell line, which contained an insertion of β-geo in intron 7 of *Snx5*, was used to generate chimeric mice (BayGenomics, San Francisco, CA). Following a standard protocol (http://www.genetrap.org/info/protocols/baygenomics/blastocyst.html), XA155 ES cells were microinjected into C57BL/6 mouse blastocysts. The resultant chimeric mice were mated with C57BL/6 mice to obtain heterozygous *Snx5^+/-^* mice. The heterozygous mutant mice were backcrossed to C57BL/6 mice 5 times. Heterozygotes were then interbred to obtain homozygotes. Genotyping was performed using polymerase chain reaction (PCR) and confirmed with Southern blotting using tail genomic DNA as a template. Southern blotting was performed using probe-labeling with the Rediprime II DNA labeling kit (GE Healthcare, Little Chalfont, UK) and imaged with BAS-1500 (Fuji). For mouse genotyping by PCR, *Snx5*-specific forward and reverse primers were designed (common forward primer: GGAGATGTTTGGAGGCTTTTT, wild-type reverse primer: CAGGAATCCTTGATCCTGTTG, mutant reverse primer: GGTCGAGAGAACGGTGAGAG). Genomic DNA samples were digested with *Eco*RI and probed with a 5′external probe.

### Isolation and culture of primary mouse lung epithelial cells

Lung tissues from *Snx5^+/-^* intercrosses were collected by caesarean section at E18.5. Primary lung epithelial cells were cultured with the methods described by Warshamana and Matsui [32], [33] with slight modifications, and were used for EGF treatment experiments. Briefly, isolated lungs were removed and incubated with dispase (5 mg/mL, *STEMCELL* Technologies, Inc.) for 45 min at room temperature. The lungs were minced and transferred to Dulbecco’s modified Eagle’s medium (DMEM) with 0.01% DNase I (1 mg/mL, *STEMCELL* Technologies, Inc.) for 10 min at 37°C. The dissociated cells were filtered through a 40-µm nylon cell strainer and centrifuged at 1000 rpm for 10 min. The resuspended cells were plated into cell culture dishes at 37°C for 1 h in order to remove the macrophages and fibroblasts. After a 1-h incubation, nonattached cells were transferred into new cell culture dishes. This step was repeated 4 times. Final nonattached cells were filtered through a 40-µm strainer and centrifuged. The resuspended cells were plated on type-I collagen-coated 35 mm culture dishes (BD BioCoat) in DMEM/Ham’s F-12 50/50 mixed medium (Cellgro) supplemented with 15 mM HEPES, 0.8 mM CaCl_2_, 0.25% BSA, 5 µg/mL insulin, 5 µg/mL transferrin, 5 ng/mL sodium selenite, and 2% mouse serum. After 24 h, the culture medium was changed to serum-free DMEM/Ham’s F-12 mixed medium supplemented as described above and maintained in the same medium. The isolated cells were almost all type II cells, as determined by qRT-PCR and immunocytochemistry analysis of T1α− and pro-SP-C.

### Cell culture, EGF stimulation, and CHX treatment

Primary MEFs were isolated from embryonic day 13.5 (E13.5) *Snx5^+/+^* and *Snx5^-/-^* embryos. MEFs were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Hyclone) containing 10% fetal bovine serum (FBS; Hyclone), antibiotic-antimycotic solution (Invitrogen, Carlsbad, CA, USA), and 2-mercaptoethanol (Invitrogen) in a humid atmosphere of 5% CO_2_ at 37°C. For EGF treatments, MEFs were serum-starved for 12 h and then treated with 100 ng/mL EGF for 0, 5, 10, 20, 60, 120 and 180 min and 0, 5, 15, 30, 60 and 120 min. For CI-MPR protein detection, cells were treated with 40 µg/mL cycloheximide (CHX; Sigma, St. Louis, MO, USA) for 17 h to inhibit biosynthesis of CI-MPR protein.

### RNA isolation and quantitative RT-PCR analysis

Total RNA was isolated from lung tissues using TRIzol Reagent (Invitrogen, Carlsbad, CA) and complementary DNA synthesis was performed according to the manufacturer’s instructions (ImProm-II Reverse Transcription system; Promega). Quantification of cDNAs from specific mRNA transcripts was accomplished by qRT-PCR (Bio-Rad) using SYBR Green PCR mixture (Takara Bio Inc.) as described previously [25]. The relative concentration of each mRNA was normalized to the concentration of 18S rRNA in each sample. PCR primer sequences are shown in Table S2.

### Western blot analysis and measurement of saturated phosphatidylcholine (Sat PC)

Protein detection in murine embryonic fibroblasts (MEFs), primary lung epithelial cells (PLEs) and total lung lysates of *Snx5^+/+^* and *Snx5^-/-^* mice by western blot has been described previously [27]. Proteins were detected using specific primary antibodies at 1∶1000 dilution, including rabbit anti-epidermal growth factor receptor (EGFR), anti-cation-independent mannose 6-phosphate receptor (CI-MPR), anti-phospho-Akt, anti-Akt, anti-phospho-Erk1/2, anti-Erk1/2 (Cell Signaling Technology, Danvers, MA, USA), rabbit anti-tubulin (Abcam), rabbit anti-β-actin (Sigma), rabbit anti-Snx5, goat anti-CC-10, mouse anti-PCNA, goat anti-Pecam-1 (Santa Cruz Biotechnology, Santa Cruz, CA, USA), rabbit anti-proSP-C (Chemicon), Syrian hamster anti-T1α (1:100, Developmental Studies Hybridoma Bank), rabbit anti-pro-SP-C (1:2000, Chemicon), goat anti-CC-10 (1:2000, Santa Cruz Biotechnology), mouse anti-α-SMA (1:500, Santa Cruz Biotechnology), mouse anti-SP-B (Seven Hills Bioreagents, Cincinnati, OH, USA), mouse anti-vimentin (1:1000, Chemicon), and mouse anti-E-cadherin (1:1000, BD Biosciences). The membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (goat anti-rabbit IgG, goat anti-mouse IgG, donkey anti-goat IgG or goat anti-Syrian hamster IgG, as appropriate; Promega or Santa Cruz Biotechnology). Protein bands were detected using ECL Reagent (Thermo) followed by exposure to X-ray film (Agfa) or detection in a Vilber Fusion Solo 2 chemiluminescence system (Fisher Biotec). SP-B immunoblot bands were quantified by densitometry (ImageQuant v5.2, GE Healthcare, Piscataway, NJ). Sat PC was isolated from lipid extracts of lung homogenate by using osmium tetroxide followed by phosphorus assay as described previously [34], [35], [36].

### Histology and β-galactosidase staining

Embryonic lungs were dissected and fixed in 4% paraformaldehyde (PFA) for 24 h at 4°C. The lungs were dehydrated in a series of graded ethanol solutions and embedded in paraffin blocks. Histological analysis was performed on 5-µm sections. Hematoxylin and eosin (H&E), periodic acid Schiff (PAS), and Alcian blue staining were performed according to standard protocols [37]. For β-galactosidase staining, whole lungs were fixed in 4% PFA (pH 7.4) for 2 h at 4°C. The tissues were washed in phosphate-buffered saline (PBS) and placed in X-gal staining solution (1 M MgCl_2_, 0.01% sodium-deoxycholate, 0.02% NP-40, 5 mM potassium ferricyanide/ferrocyanide, and 1 mg/mL X-gal in PBS) overnight at 37°C.

### Floating assay

Floating assay was performed as previously described [15], [38], [39], [40]. Briefly, as soon as *Snx5^-/-^* mice had died, the lungs were removed from newborn mice and deposited in eppendorf tubes containing PBS.

### Air-breathing test

Mice were collected by caesarean section at E18.5. We cleaned the bodies and immediately removed the lung fluid. To maintain body temperature, the mice were incubated in a 37°C chamber. The mice were exposed to room air. Most mice exhibited redness and normal breathing. At this time, we set the time to zero and then observed the phenotypes of these pups for 100 min. *Snx5^+/+^* and *Snx5^+/-^* mice showed less than 10% mortality over the duration of the study, exhibiting normal breathing through the mouth.

### Immunohistochemistry and immunocytochemistry

Sections were deparaffinized, rehydrated, and processed for antigen retrieval with 0.01 M citric acid solution (pH 6.0) for 15 min. Sections were then incubated with 3% H_2_O_2_ in methanol for 15 min to quench endogenous peroxidase activity. After blocking with blocking solution (5% horse serum, 3% bovine serum albumin, 0.1% Triton X-100 in PBS), the slides were incubated with primary antibodies in blocking solution overnight at 4°C. Antibodies used for immunohistochemistry were as follows: hamster anti-T1α (1∶100, Developmental Studies Hybridoma Bank), rabbit anti-pro-SP-C (1:2000, Chemicon), goat anti-CC-10 (1∶2000, Santa Cruz Biotechnology), mouse anti-α-SMA (1:500, Santa Cruz Biotechnology), rabbit anti-Ki67 (1∶500, Novo Castra), and goat anti-Pecam-1 (1∶100, Santa Cruz Biotechnology). The slides were washed with PBS and then incubated with Alexa 594 goat anti-rabbit IgG at a 1∶200 dilution, Alexa 488 goat anti-rabbit IgG at a 1∶200 dilution, Alexa 488 goat anti-mouse IgG at a 1∶200 dilution, Alexa 594 goat anti-mouse IgG at a 1∶200 dilution, Alexa 594 donkey anti-goat IgG at a 1∶200 dilution, Alexa 488 goat anti-hamster IgG at a 1∶200 dilution (Invitrogen), or reagents from a Vectastain Elite ABC kit (Vector Laboratories) for secondary detection. Immunocytochemistry was performed in *Snx5* MEF cell lines and PLEs. MEFs on gelatin-coated cover glass and PLEs on type I-coated cover glass were fixed in 4% PFA for 15 min on ice and then washed with 0.1% Triton X-100 in PBS. The samples were incubated with primary rabbit anti CI-MPR (1∶100, Abcam), hamster anti-T1α (1∶100, Developmental Studies Hybridoma Bank), or rabbit anti-pro-SP-C (1∶2000, Chemicon) antibodies for 2 h at room temperature followed by incubation with secondary antibodies, i.e., AlexaFluor 594 goat anti-rabbit IgG (1∶200, Invitrogen) and Alexa 488 goat anti-hamster IgG, for 1 h at room temperature. The cover glasses were mounted with Vectashield Mounting Medium with DAPI (VECTOR, H-1200). Images were obtained using an Axio Imager A2 microscope (Carl Zeiss, Germany) and Olympus software (Olympus micro DP71/DP70/DP30 BW Ver.03.03).

### Transmission electron microscopy (TEM)

To examine the ultrastructure of E18.5 lung morphology, E18.5 lungs were collected and fixed in modified Karnovsky’s fixative overnight at 4°C. Fixed tissues were washed 3 times with 0.05 M sodium cacodylate buffer (pH 7.2) and postfixed with 1% osmium tetroxide in 0.05 M sodium cacodylate buffer for 2 h. Tissues were dehydrated in graded ethanol solutions and propylene oxide and then embedded in Spurr’s resin. Ultrathin sections were stained with uranyl acetate and Reynold’s lead citrate. The sections were imaged with a LIBRA 120 TEM (Carl Zeiss, Germany).

### Microarray analysis

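The platform annotation used here names 1 gene for 23978 probes of this mouse array and no gene for 1719 probes. The named probes carry 16593 different symbols, and 4777 genes have more than 1 probe. Entrez identifiers of 23962 probes were found in the RefSeq gene table of assembly GRCm38.p6. For a gene with several probes, the probe with the highest mean over the 8 arrays stands for the gene. Where the text gives a value of a gene between genotypes, a probe of it that was also tested there and differs in direction or call is given as well.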

Expression profiles of *Snx5^+/+^* and *Snx5^-/-^* in E18.5 mouse lungs were generated using an Illumina microarray system (Illumine Beadchip Array MouseRef-8 v2), which includes 25,697 probes corresponding to 17,214 annotated genes. Total RNA was isolated from *Snx5^+/+^* and *Snx5^-/-^* lungs using the RNeasy MiniKit (Qiagen). RNA integrity numbers (RIN) ranged from 9.3 to 9.7 when analyzed using an Agilent 2100 Bioanalyzer. RNA was reverse transcribed and amplified using Illumina Total Prep RNA amplification kit (Ambion). *In vitro* transcription was then carried out to prepare cRNA. The cRNAs were hybridized to the array and then labeled with Cy3-streptavidin (Amersham Bioscience). The fluorescent signal on the array was measured using a BeadStation 500 System (Illumina). In this study, two biological replicates of *Snx5^+/+^* and *Snx5^-/-^* lungs were analyzed. The microarray data used in this study were deposited in the GEO database (GSE37080).

### Statistical analysis of gene expression data

The probe intensities from the arrays were converted to log2 intensities. The log2 intensities were then normalized using a quantile normalization method [41]. The probes were annotated using (GPL6885.annot). A gene was considered “expressed” if the probe intensity of the gene was larger than a cutoff intensity in at least one condition. 

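A mixture of 2 Gaussian distributions was fitted to the log2 intensities of the 4 non-air arrays, 2 of *Snx5+/+* and 2 of *Snx5-/-* lungs. The lower component had a mean of 7.54 and an SD of 0.27, and it held a share of 0.485 of the probes. The upper component had a mean of 10.30 and an SD of 1.81. Both components were equally likely at a log2 intensity of 8.145. On the 4 air arrays they met at 8.143.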

The cutoff intensity (in this study, intensity  =  8) was determined by mixture modeling using 2 Gaussian distributions, one for the “absent” probes and the one for the “present” (expressed) probes [42] . To identify differentially-expressed genes (DEGs) by comparing *Snx5^-/-^* vs. *Snx5^+/+^* in E18.5 lungs, the following integrative statistical hypothesis-testing was performed: (1) Student *t*-test and log2 median ratio test were performed to compute *T*-values and median ratios for all the genes [42], [43]; (2) *P*-values from each test were computed using an empirical distribution of the null hypothesis (that the means of the genes were not different), which was obtained from random permutations of the samples; (3) the individual *P*-values were combined to compute the false discovery rate (FDR) using Stouffer’s method [43]; and (4) the DEGs were selected as the genes with an FDR of less than 0.05 and log2-fold change larger than the cutoff of 0.3531 (1.27-fold change at the original scale). This fold-change cutoff value corresponded to the 95^th^ percentile of the fold changes obtained from random permutation experiments using 2-tailed settings. 

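The 4 non-air arrays can be parted into groups of 2 in 2 ways that do not follow genotype. Over the expressed probes, the 95th percentile of the absolute log2 fold changes of these other splits was 0.29, or 1.22-fold. It was 0.285 in one split and 0.292 in the other. The same percentile of the split by genotype was 0.37. On the 4 air arrays the other splits gave 0.26, or 1.19-fold, and the split by genotype gave 0.39. The cutoff of 0.3531 that the methods state was used for every call.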

Finally, functional enrichment analysis of DEGs was performed using DAVID software to identify cellular processes overrepresented by the DEGs governed by *Snx5*.

### Statistics

In this study, all quantitative graphs are expressed as means ± standard deviations (SDs). *P*-values were calculated by Student’s *t*-tests. A *P-*values ≤ 0.05 was considered statistically significant.

## Results

### Generation of *Snx5^-/-^* mice and expression of *Snx5*

To determine the physiological role of *Snx5*, we generated *Snx5* heterozygous mice (*Snx5^+/-^*) using the gene-trapped ES cell line XA155, containing a β-galactosidase-neomycin cassette (β-geo) between exons 7 and 8 (Figure 1A). Germline transmission of the trapped allele was confirmed by Southern blot analysis with an *Snx5*-specific probe (Figure S1A). Inactivation of the *Snx5* gene was confirmed by genomic DNA PCR (Figure S1B), RT-PCR (Figure S1C), and western blotting (Figure S1D). Through β-galactosidase staining of *Snx5^+/-^* mice expressing the β-galactosidase gene, we examined the expression patterns of *Snx5*. β-galactosidase staining of E11.5 *Snx5^+/-^* tissues (Figure 1B) and adult tissues (data not shown) revealed ubiquitous expression of *Snx5*. Western blot analysis of adult tissues from *Snx5^+/+^* mice also showed that *Snx5* was expressed in various adult tissues (Figure 1C), suggesting that *Snx5* may play a role in embryonic and adult developmental stages in various tissues.

**Figure 1:**
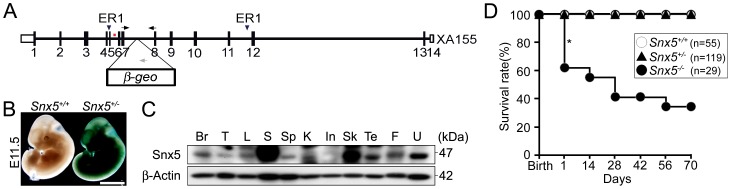
Generation of *Snx5*-deficient mice. (A) Schematic drawing of the *Snx5* gene-trapped (XA155) allele. Arrows indicate the genotyping primers, and the 2 arrowheads indicate the ER1 (*Eco*RI) digestion sites. The red bar represents the probe for Southern blotting. (B) Whole-embryo X-gal staining at E11.5. Scale bars: 2.5 mm. (C) Western blot analysis of the indicated mouse tissues (Br, brain; T, thymus; L, lung; S, stomach; Sp, spleen; K, kidney; In, intestine; Sk. skin; Te, testis; F, fat; U, uterus). (D) Survival rate of mice after birth. The asterisk shows the dramatic mortality observed in the neonatal stage.

### Perinatal lethality and respiratory failure in *Snx5^-/-^* mice

Examination of the survivability of *Snx5^-/-^* mice showed that 40% of mutant mice died at birth. Until E17.5, embryos from *Snx5^+/-^* intercrosses showed the expected Mendelian ratio. However, at E18.5, *Snx5^-/-^* embryos were born at a frequency of 19.4%, lower than the expected Mendelian ratio of 25% (Table 1).

**Table 1:** Embryonic survival frequency of *Snx5^+/+^*, *Snx5^+/-^* and *Snx5^-/-^* littermates.

Genotype n (%)			
**Age of embryos (day)**	***Snx5^+/+^***	***Snx5^+/-^***	***Snx5^-/-^***	***Total n***
**E14.5 ∼ E16.5**	33 (20.3)	88(54.3)	41(25.3)	162
**E17.5**	18(23.3)	38(49.3)	21(27.2)	77
**E18.5**	124(30.2)	207(50.3)	80(19.4)*	411

Embryos from timed matings were genotyped on embryonic day 14.5∼16.5, 17.5 and 18.5 day. Fourth columm shows the observed percentage of Snx5-/- mice (the Mendelian percentage is 25%).

* Caculated using *χ^2^* test comparing the expected and observed frequency of viable *Snx5^-/-^* mice. *(P = 0.0089)*

Interestingly, 40% of *Snx5^-/-^* mice died within 24 h of birth (Figures 1D and 2D) and an additional 20% of *Snx5^-/-^* mice died within a month of birth (Figure 1D). The surviving *Snx5^-/-^* mice had a smaller body size compared to that of *Snx5^+/-^* and *Snx5^+/+^*mice after birth (Figure S1E and F). Newborn *Snx5^+/+^* and *Snx5^+/-^* mice were pink and exhibited a normal suckling reflex and well-inflated lungs (Figure 2A–C). However, most *Snx5^-/-^* mice were cyanotic (Figure 2D and G) and had condensed lungs (Figure 2E and F), although some *Snx5^-/-^* lungs were partially inflated with air at birth (Figure 2H and I). These results suggested that *Snx5^-/-^* mice may experience respiratory failure at birth.

**Figure 2:**
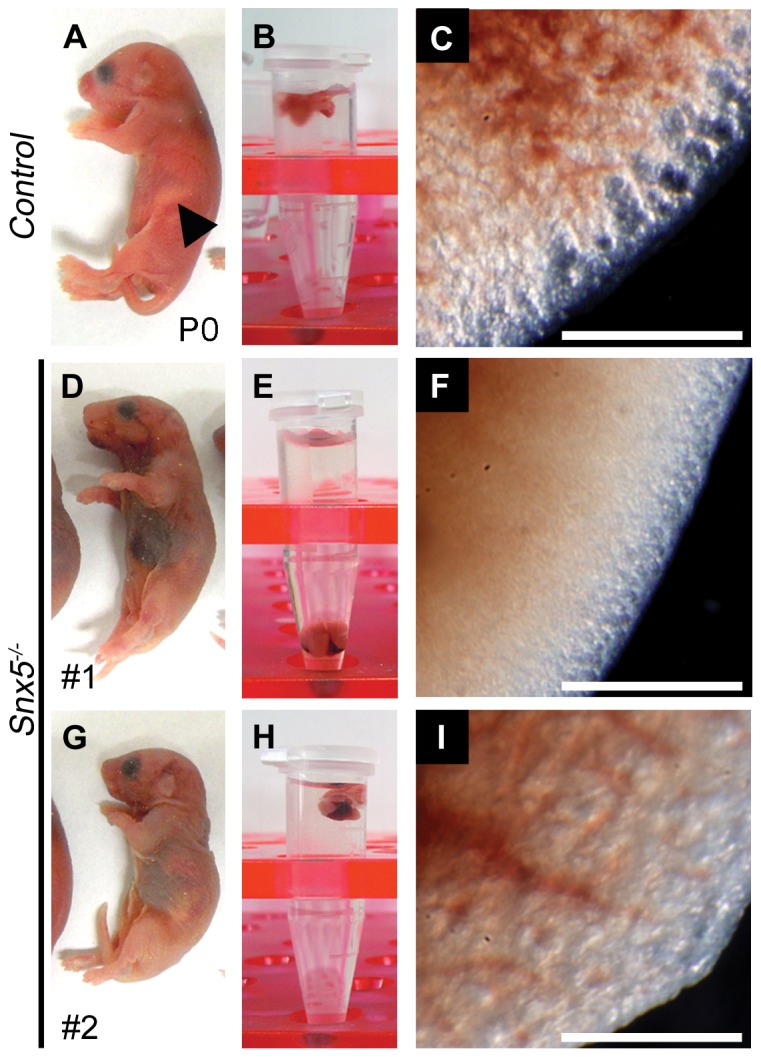
Perinatal lethality in *Snx5^-/-^* mice. (A, D, G) Appearance of neonates after birth. The arrowhead indicates milk in the stomach. (B, E, H) Floating assay of the lungs. (C, F, I) Appearance of the lungs. Control lungs show the inflated morphology (C). *Snx5^-/-^* lungs lack inflated morphology (F) or show partially inflated morphology (I). Scale bars: 0.5 mm.

In order to investigate the causes of respiratory failure in *Snx5^-/-^* mice, we examined the palate, trachea, esophagus, diaphragm, intercostal muscles, and heart. In *Snx5^-/-^* mice, the palate was closed well (Figure S2A and B), and the structures of the trachea and esophagus were formed and separated properly (Figure 2C–F and 2K and L). The structure of the tracheal cartilage ring was also properly formed in mutant mice (Figure S2M and N). Histological analysis of other respiratory organs, such as the diaphragm (Figure S2G and H) and intercostal muscles (Figure S2I and J) of *Snx5^-/-^* mice showed well-formed morphologies. In addition, the heart showed the normal morphological structure in *Snx5^-/-^* mice (Figure S2O and P). Collectively, these results suggested that the respiratory failure of *Snx5^-/-^* mice was not due to malformations of the palate, trachea, esophagus, diaphragm, intercostal muscles, or heart.

### Impaired alveolar formation in *Snx5^-/-^* mice

Considering that the structures of palate, trachea, esophagus, diaphragm, intercostal muscles, and heart were intact, we hypothesized that the respiratory failure observed in these mice could be due to defects in lung development. To test this possibility, we performed an air-breathing test after caesarean section at E18.5. After removing the pups from their mother, we measured the time until death from the point the pup began normal breathing in a 37°C chamber, intended to help the mouse maintain body temperature. While *Snx5^+/+^* and *Snx5^+/-^* mice survived after beginning to breathe, approximately 60% of mutant mice died within 1 h (Figure 3A and B). Moreover, while the body weights of *Snx5^-/-^* mice was similar to those of control mice at E18.5, lung weights and lung-to-body weight ratios of *Snx5^-/-^* mice were slightly lower than those of *Snx5^+/+^* and *Snx5^+/-^* mice (Figure 3C). Together with the results of the air-breathing test, these data suggested that lung defects in *Snx5^-/-^* mice could lead to the observed high mortality rate at birth.

**Figure 3:**
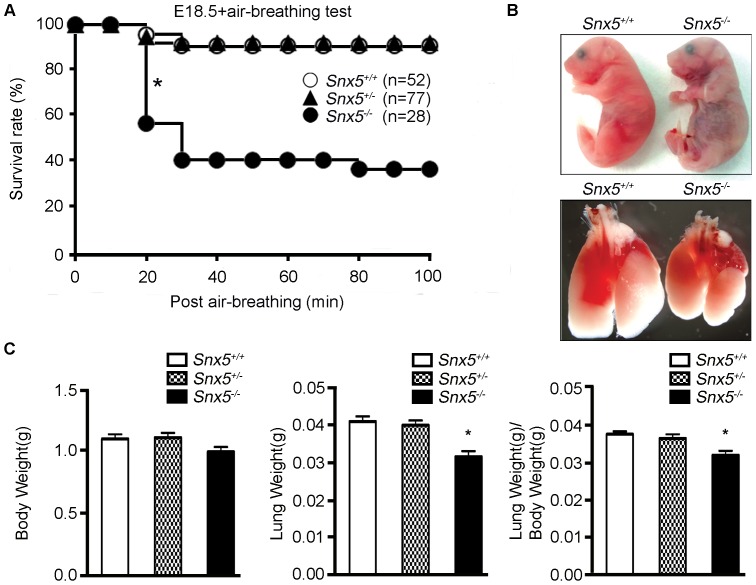
Respiratory failure in *Snx5^-/-^* mice. (A) Survival after air-breathing tests in *Snx5^+/+^*, *Snx5^+/-^*, and *Snx5^-/-^* mice. Within 30 min, nearly 60% of *Snx5^-/-^* mice had died (asterisk). (B) Appearance after air-breathing tests in E18.5 mice. Cyanotic appearance and condensed lungs in *Snx5^-/-^* mice. (C) Body and lung weights of *Snx5^+/+^*, *Snx5^+/-^*, and *Snx5^-/-^* mice. Lung weight and lung to body weight ratios of *Snx5^-/-^* mice were decreased by 22.9% and 14.9%, respectively, relative to *Snx5^+/+^* mice. *P < 0.0001; data represent *Snx5^+/+^*, n  =  24; *Snx5^+/-^*, n  =  27; and *Snx5^-/-^* mice, n  =  17.

Next, in order to investigate whether *Snx5* was expressed in the lung, we performed β-galactosidase staining on E18.5 *Snx5^+/-^* lungs. As expected, *Snx5* was expressed throughout the lung (Figure 4A), suggesting that *Snx5* may play a role in lung development. In addition, hematoxylin and eosin staining revealed that *Snx5^-/-^* lungs had thickened alveolar walls and reduced air space in the alveolar sacs at E18.5. Alveolar walls and air space were normal in E14.5 and E16.5 lungs (Figure 4B), suggesting that *Snx5* was required for alveolar formation in the saccular phase of lung development.

**Figure 4:**
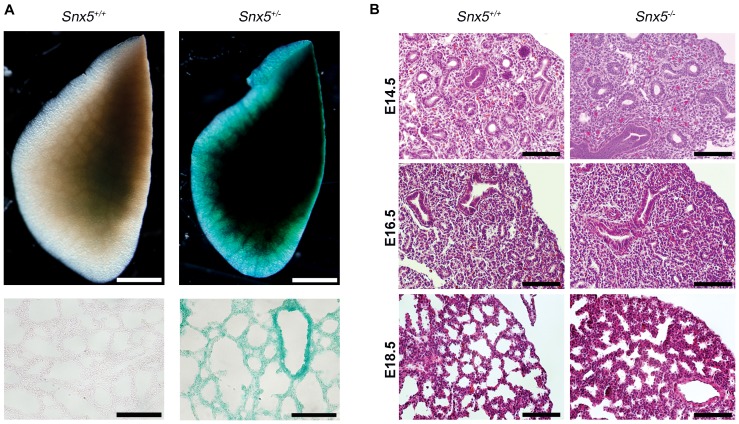
Expression of *Snx5* and morphological malformations in *Snx5*-deficient mice at E18.5. (A) Whole and sectional X-gal staining of E18.5 lungs. The *Snx5- βgeo* reporter gene was expressed ubiquitously in *Snx5^+/-^* lungs. Scale bars: 1 mm, 100 µm. (B) H&E staining of E14.5, E16.5, and E18.5 *Snx5^+/+^* and *Snx5^-/-^* lungs. *Snx5^-/-^* lungs exhibited thickening of the alveolar walls and reduced alveolar space at E18.5. Scale bar: 50 µm.

To examine whether the observed impaired alveolar formation was due to defective differentiation of pulmonary epithelial cells or defective vascular formation, we performed immunohistochemistry with specific antibodies against alveolar epithelial type II cells (proSP-C), Clara cells (CC-10), smooth muscle cells (α-SMA), and blood vessels (Pecam-1). In E18.5 *Snx5^-/-^* mice, proSP-C-expressing cells were similar to those of controls (Figure 5A and B). Western blot analysis also showed similar levels of proSP-C in *Snx5^-/-^* lungs (Figure 5I). The expression of CC-10 in mutant bronchioles was comparable to that of *Snx^+/+^* mice (Figure 5C and D), suggesting that proximal lung development was intact in mutant mice. In addition, immunohistochemical staining of α-SMA and Pecam-1 did not show significant differences between *Snx5^+/+^* and *Snx5^-/-^* lungs (Figure 5E–H and J), indicating that the terminal vascular architecture was intact in the mutant lungs. Furthermore, we also investigated whether thickened alveolar septa were correlated with increased proliferative cells in *Snx5^-/-^* lungs. At E18.5, Ki67 staining of the *Snx5^-/-^* lungs showed similar amounts of proliferating cells relative to controls (Figure S3A and B), indicating that the thickened alveolar septa of *Snx5^-/-^* lungs were not caused by increased proliferation of epithelial cells.

**Figure 5:**
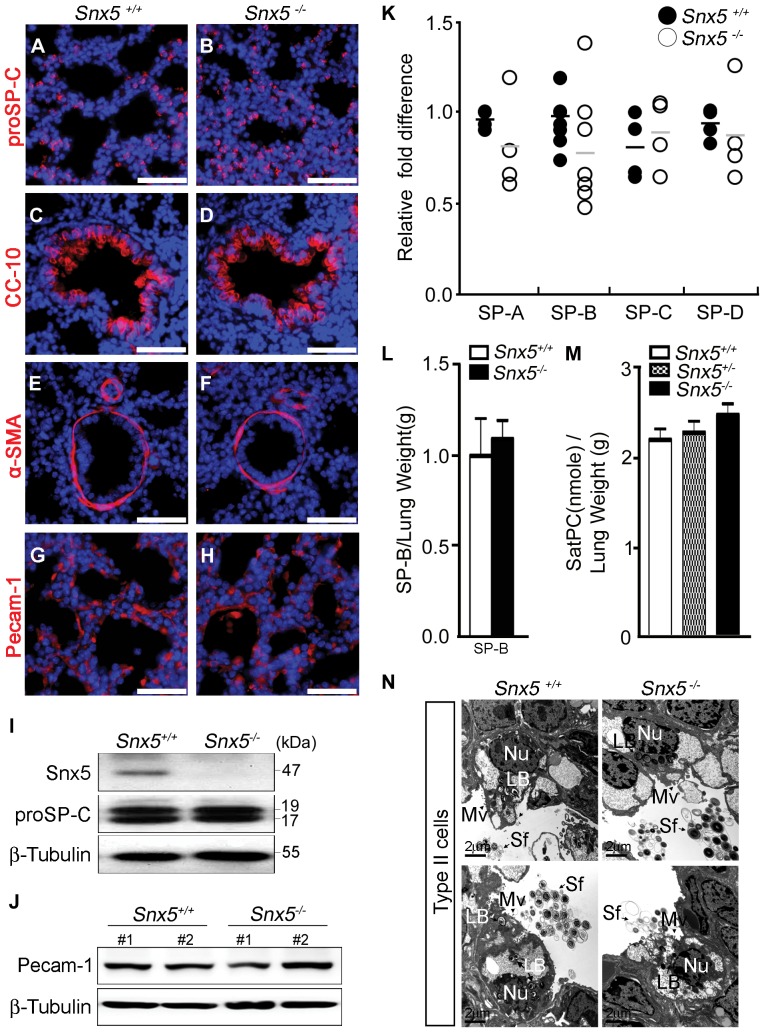
*Snx5* was not required for maturation of alveolar epithelial type II cells. (A–H) Immunohistochemical analysis of proSP-C, CC-10, α-SMA, and Pecam-1 in sections from *Snx5^+/+^* and *Snx5^-/-^* lungs (n  =  5). Scale bars: 50 µm. (A and B) proSP-C, a marker of surfactant protein C precursor in alveolar epithelial type II cells; (C and D) CC-10, a marker of Clara cells; (E and F) α-SMA, a marker of smooth muscle cells; and (G and H) Pecam-1, a marker of blood vessels, showed similar expression levels. The nuclei were stained with Hoechst. (I and J) Western blot analysis of proSP-C (I, n  =  5) and Pecam-1 (J, n  =  2) proteins in E18.5 *Snx5^+/+^* and *Snx5^-/-^* lung whole lysates. (K) qRT-PCR analysis of surfactant proteins (SP-A, -B, -C, and -D) performed on RNA samples collected from total lungs (n ≥ 3). Similar expression levels of surfactants were seen. (L) Mature SP-B did not differ in *Snx5^-/-^* lungs (n  =  5). (M) Sat PC were similar between *Snx5^+/+^*, *Snx5^+/-^*, and *Snx5^-/-^* mice (n  =  6). (N) Transmission electron microscopy (TEM) of distal alveolar epithelial type II cells at E18.5. Apical microvilli (Mv; arrowhead), condensed lamellar bodies (LB), and secreted surfactants (Sf; arrow) were observed in *Snx5^-/-^* lungs. Scale bars: 2 µm.

Most lung atelectasis is caused by defective maturation of alveolar epithelial type II cells [44]. Mature alveolar epithelial type II cells secrete surfactants that reduce pulmonary surface tension and prevent atelectasis at the end of expiration [45]. These surfactants are composed of a complex mixture of proteins and lipids. To investigate whether the impaired alveolar formation was due to a maturation defect of alveolar epithelial type II cells, we compared the expression levels of surfactant proteins and lipids in *Snx5^+/+^* and *Snx5^-/-^* lungs. Alveolar epithelial type II cells expressed the surfactant proteins SP-A, -B, -C, and -D. qRT-PCR analysis showed that the mRNA expression levels of these surfactant proteins were not significantly different between *Snx5^+/+^* and *Snx5^-/-^* lungs (Figure 5K). The amount of SP-B in 15 μL of supernatant from lung homogenates (total volume 2 mL) was analyzed by western blotting (Figure S4A and B). SP-B protein/lung weight ratios were not altered by deletion of *Snx5* (Figure 5L). Levels of Sat PC, the most abundant component of surfactant lipids, were slightly lower in *Snx5^-/-^* lungs than in *Snx5^+/-^* lungs (Figure S4C). However, Sat PC content relative to lung weight was similar between groups (Figure 5M). Likewise, ultrastructure analysis by TEM revealed that *Snx5^-/-^* lungs had normal alveolar epithelial type II cells with compacted, well-organized lamellar bodies and had secreted surfactants in the alveolar air-space (Figure 5N). Taken together, it can be concluded that deletion of *Snx5* does not appear to affect the maturation of alveolar epithelial type II cells.

### Impaired differentiation of alveolar epithelial type I cells in *Snx5^-/-^* lungs

In order to further investigate the causes of respiratory failure in the *Snx5^-/-^* mice, we examined whether the differentiation of alveolar epithelial type I cells was intact. Immunohistochemical analysis of T1α, a marker of typical alveolar epithelial type I cells, revealed that the expression of T1α was markedly decreased in *Snx5^-/-^* lungs, whereas T1α expression extended along the alveolar wall in control lungs (Figure 6A). Consistently, the expression levels of T1α in lung lysates from E18.5 *Snx5^-/-^* mice were dramatically decreased compared to those of controls (Figure 6B). Additionally, the typical markers for distal alveolar epithelial type I cells, such as T1α, AQP5, and RAGE were examined [46]. Indeed, the mRNA expression levels of *T1*α, *Aqp5*, and *Rage* were significantly decreased in E18.5 *Snx5^-/-^* lungs compared to those of controls (Figure 6C). Thus, we hypothesize that loss of *Snx5* leads to impaired differentiation of alveolar epithelial type I cells.

**Figure 6:**
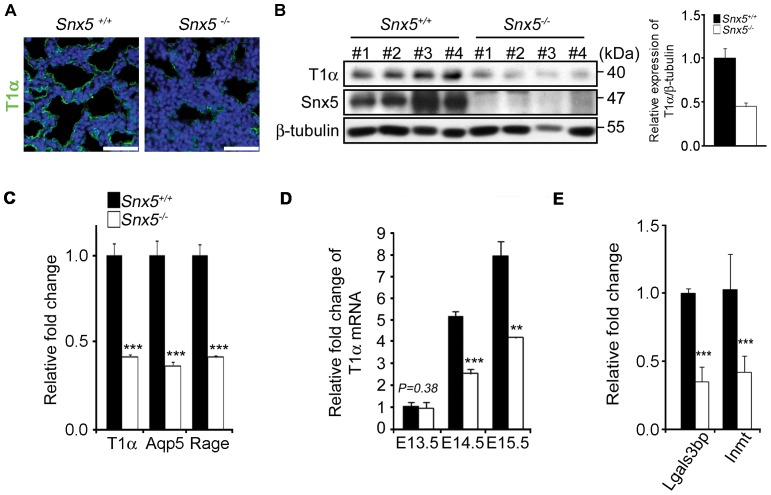
Impaired differentiation of alveolar epithelial type I cells in E18.5 *Snx5^-/-^* lungs. (A) Immunohistochemical analysis of T1α at E18.5. T1α, a marker of alveolar epithelial type I cells, was significantly decreased in *Snx5^-/-^* compared to *Snx5^+/+^* lung (n  =  5). The nuclei were stained with Hoechst. Scale bars: 50 µm. (B) Decreased protein expression of T1α in E18.5 (n  =  4). Densitometric analysis showed that average expression levels of T1α in *Snx5^-/-^* lungs were reduced compared to those in *Snx5^+/+^* lungs. (C–E) qRT-PCR analysis of type I cell-related genes from lung tissue. (C) Markers of alveolar epithelial type I cells, i.e., *T1α*, *Aqp5*, and *Rage*, were decreased in *Snx5^-/-^* lungs (n ≥ 3). (D) *T1α* mRNA during the embryonic stage. From E14.5, mRNA expression of *T1α* was decreased. (E) Decreased expression levels of *Lgals3bp* and *Inmt* (n ≥ 3). **, *P* < 0.01, ***, *P* < 0.001 using the Student’s *t*-test.

Reduced mRNA expression of T1α in *Snx5^-/-^* lungs was evident from E14.5 (Figure 6D). Next, we examined the expression levels of lectin, galactoside-binding, soluble, 3 binding protein (Lgals3bp) and indolethylamine *N*-methyltransferase (Inmt), which have been shown to be reduced in a defective type I epithelial cell-associated mouse model, SMRT^mRID^ mice [15]. Pei and colleagues reported that differentiation-defect of type I pneumocytes promoted respiratory distress syndrome at perinatal stages. In this paper, genome-wide analysis of mutant mice showed that several genes involved in Lgals3bp and Inmt signaling were reduced in mutant mice. To determine whether decreased T1α affected the expression of these genes, we performed qRT-PCR. We observed that *Lgals3bp* and *Inmt* transcripts were significantly reduced in *Snx5^-/-^* lungs (Figure 6E). Next, to further investigate the morphological differentiation of alveolar epithelial type I cells, we performed the ultrastructure analysis by using TEM. Although *Snx5^-/-^* lungs showed a less alveolar epithelial type I cells compared to *Snx5^+/+^* lungs (data not shown), The alveolar epithelial type I cells of *Snx5^-/-^* lungs represented slightly thicker nucleus and cytoplasm (Figure S5B and D) compared to *Snx5^+/+^* lungs (Figure S5A and C). However organelles enriched in alveolar epithelial type I cells, such as mitochondria (Figure S5A and B ; white arrowhead) and vesicles (Figure S5A and B ; black arrow), existed well in *Snx5^-/-^* lungs (Figure S5B). Also, extended cytoplasms were observed in both groups (Figure S5C and D). It seems that there were no obvious differences in ultrastructural morphologies of alveolar epithelial type I cells. From these data, we concluded that *Snx5* was required for proper differentiation of alveolar epithelial type I cells.

### *Snx5* as a novel mediator required for differentiation of alveolar epithelial type I cells

*Snx5* has been implicated in endosomal trafficking of EGFR and CI-MPR [18], [19], [20], [47]. In order to investigate whether impaired differentiation of alveolar epithelial type I cells in *Snx5^-/-^* lungs was due to defective endosomal trafficking of EGFR, we examined EGFR signaling after EGF stimulation in *Snx5^-/-^* MEFs and isolated PLEs (Figure S6A-C). Expression levels of EGFR were comparable between *Snx5^+/+^* and *Snx5^-/-^* MEFs (data not shown). To further investigate the EGFR signaling, the downstream signaling molecules were measured by using immunoblot in EGF stimulated *Snx5^+/+^* and *Snx5^-/-^* MEFs. Phosphorylation of Akt and Erk1/2, the key effectors of EGFR signaling, was comparable between *Snx5^+/+^* and *Snx5^-/-^* MEFs in response to EGF treatment (Figure 7A and C). In addition, after long-term exposure to EGF, there was no difference in the downregulation of EGFR (Figure 7B and D). The *Snx5* deletion did not affect the endosomal signaling and degradation of EGFR in MEFs and PLEs and the expression levels of EGFR in the E18.5 *Snx5^-/-^* lungs were also similar between two groups (Figure S7A and B).

**Figure 7:**
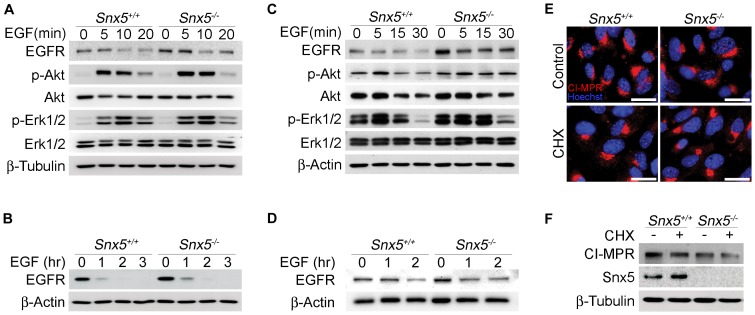
Regulation of EGFR signaling and CI-MPR trafficking were not altered in *Snx5*-deficient MEFs. (A–D, F) Western blotting of EGFR and CI-MPR. (A and C) Signaling downstream of EGFR and (B and D) degradation of EGFR were not altered in primary *Snx5^-/-^* MEFs (A and B) and primary lung epithelial cells (PLEs) (C and D). (E) Immunocytochemical analysis of CI-MPR. Localization of CI-MPR was not changed in *Snx5*-deficient MEFs. (F) Relative degradation ratios of CI-MPR protein in *Snx5^+/+^* and *Snx5^-/-^* MEFs.

Next, we examined whether endosome-to-TGN retrieval of CI-MPR was affected by disruption of *Snx5*. CI-MPR has been reported to be a major retromer component in retrograde endosome-to-TGN transport [24]. Knockdown of *Snx5* using small interfering RNA inhibits trafficking of CI-MPR from endosomes to the TGN, resulting in increased degradation of CI-MPR [20], [48]. To establish whether the local alteration of CI-MPR resulted from Snx5 depletion, we performed immunocytochemistry analysis of CI-MPR (Figure 7E). Additionally, to determine CI-MPR stability in *Snx5^-/-^* MEFs, we examined the degradation rate of CI-MPR (Figure 7F). Because the biosynthetic rate of CI-MPR protein varies in efficiency, we treated cells with 40 µg/mL CHX for 17 h to compare the degradation ratio of CI-MPR in *Snx5^+/+^* and *Snx5^-/-^* MEFs. Unexpectedly, however, when we examined the localization and stability of CI-MPR in *Snx5^-/-^* MEFs, there was no significant alteration in *Snx5^-/-^* MEFs compared to *Snx5^+/+^* MEFs (Figure 7E and F). This finding suggests that the loss of *Snx5* alone in a retromer complex does not affect the localization and lysosomal degradation of CI-MPR in MEFs.

No studies have reported the correlation between Snx5 and the differentiation of alveolar epithelial type I cells. Since there was no clear molecular explanation for the defective differentiation of alveolar epithelial type I cells in *Snx5^-/-^* mice, a genome-wide cRNA microarray analysis using the RNA isolated from E18.5 *Snx5^+/+^* and *Snx5^-/-^* lungs was performed. 

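Whole-lung RNA of embryonic day 18.5 was measured on 8 single-colour expression arrays, 2 for each of 4 groups. The sample labels part the lungs of each genotype into a non-air and an air group, and the paper's text on the arrays names 2 biological replicates per genotype without naming air. The 4 non-air arrays are taken here as its comparison, and the air arrays are given beside them. *Snx5*, the gene disrupted by the gene trap, has a pair of probes. Its probe ILMN_2706101 had log2 intensities of 7.88 and 7.85 in the *Snx5+/+* and 7.23 and 7.24 in the *Snx5-/-* non-air lungs, and of 7.84 and 8.42 in the *Snx5+/+* and 7.29 and 7.10 in the *Snx5-/-* air lungs. Averaged over both states it was called lower in *Snx5-/-* lungs (adjusted p = 0.00274 from limma, n = 4 per genotype). This probe was above background on 1 of the 8 arrays, 1 of the 2 *Snx5+/+* air arrays, so no fold is given for the average or for non-air lungs. In air lungs it was at least 1.10-fold lower (adjusted p = 0.0103, limma), and it was not called there without *Snx5-/-* air replicate 2 (adjusted p = 0.106, limma). Without *Snx5+/+* air replicate 2 it was below the intensity cutoff. The other probe, ILMN_2602462, was above background on 0 arrays. Where the probes lie relative to the trap was not analysed here, and neither was a signal of the trap's reporter cassette.
Each array detected between 12209 and 12685 probes at a detection p-value under 0.01, which is 47.5% to 49.4% of the array. The authors deposited log2 intensities, quantile normalized over the 8 arrays with a median of 8.05 on each, and a second table of non-normalized intensities with detection p-values. The air labels of the 2 tables conflict. Each intensity column matched the log2 column of the same genotype and replicate number in the other air state, with rank correlations of at least 0.99975, against at most 0.972 for any other column. The detection p-values beside the intensities follow the labels of the log2 table, with rank correlations from -0.966 to -0.951, against -0.939 to -0.917 with the intensities next to them. The log2 table under its own labels therefore gives the values here. This was decided after the files and the values of several genes named by the paper had been seen, since the plan had been to start from the intensities. Under the labels of the intensities, the non-air and air results change places, and for this reason both states are given throughout. Genotype is the same in both tables, so the genotype contrast averaged over both states does not depend on this choice.
Probes with a group mean log2 intensity above 8 in at least 1 of the groups compared were tested, which left 13453 probes of 9390 genes for the non-air comparison. All 8 arrays entered 1 limma fit with 4 groups, so the groups share 1 estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change above 0.3531. In all, 42 gene lists of cell types, pathways and genes named by the paper were fixed before the data were examined. Each list with at least 3 measured genes was tested with camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. An exact permutation test of 2 lungs against 2 cannot give a p below 0.333, so calls rest on limma's pooled spread over genes. The small number of arrays limits the precision.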

Microarray analysis data using an Agilent 2100 Bioanalyzer [49] revealed the decreased expression of more than 60 genes in *Snx5^-/-^* lungs compared to *Snx5^+/+^* lungs (data not shown). 

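In non-air lungs, 38 genes were lower and 28 genes were higher in *Snx5-/-* than in *Snx5+/+* lungs by limma (n = 2 lungs per genotype). The largest decrease was that of *Dstn*, which encodes the actin-depolymerizing protein destrin, with a log2 fold change of -5.02 (standard error 0.13, adjusted p = 2.69e-09). *Lrrc57* was at least 5.00-fold lower and *Rrbp1*, which encodes a ribosome-binding protein of the endoplasmic reticulum, was at least 3.47-fold lower, since neither was above background in *Snx5-/-* lungs (adjusted p = 1.58e-06 for each, limma). *Rmdn3* fell by 1.92 on the log2 scale (standard error 0.10) at the probe used, whereas its other probe gave -0.12 (adjusted p = 0.683, limma). *Ccndbp1* had a log2 fold change of -0.99, *Rbbp9* one of -0.89, *Acoxl* one of -0.85 and *Slc4a1*, the anion exchanger of red blood cells, one of -0.84. *Prom2* was at least 1.82-fold lower and *Tubgcp4* at least 1.69-fold lower. The largest increase was that of *Cxcl1*, a chemokine that attracts neutrophils, with a log2 fold change of 1.60 (standard error 0.11, adjusted p = 4.31e-05, limma), above background on 1 of the 2 *Snx5+/+* arrays. It was followed by the acute-phase gene *Saa3* with 1.16, *Cstdc4* with 1.07, the embryonic globin gene *Hbb-y* with 1.07, and the airway secretory gene *Scgb3a1* with 1.05. The other probe of *Scgb3a1* was not above background in *Snx5+/+* lungs, at least 1.35-fold higher in *Snx5-/-* lungs, and not called (adjusted p = 0.0721, limma). *Ahsg* and *Fga*, which encode plasma proteins made by the liver, were at least 1.45-fold and at least 1.36-fold higher. The muscle genes *Sln* and *Tnnc1* rose by 0.95 and 0.91 on the log2 scale, and *S100a9*, a neutrophil gene, by 0.85.
Several of the strongest decreases lie near *Snx5* in the gene order of assembly GRCm38.p6. *Rrbp1* is 1 place, *Dstn* 2 places and *Rbbp9* 3 places from *Snx5*, and *Acoxl*, *Prom2*, *Tubgcp4*, *Ccndbp1*, *Lrrc57* and *Rmdn3* lie 57, 62, 100, 102, 106 and 133 places away. Of 388 tested genes within 200 places of *Snx5*, 14 were called, or 3.61%, against 0.475% of the tested genes on other chromosomes (two-sided Fisher's exact test, p = 5.08e-08; the region was chosen after the values were seen). Without all genes on the chromosome of *Snx5*, 20 genes were lower and 23 higher in non-air lungs, so the lower genes no longer outnumber the higher ones. Taking 1 probe per gene, 60 genes were called, and in all 60 both *Snx5-/-* lungs lay beyond both *Snx5+/+* lungs. This separation also held for 44.6% of all 9386 genes tested this way, where chance gives a share of 0.333.
In air lungs, 139 genes were lower and 116 were higher in *Snx5-/-* than in *Snx5+/+* lungs, at 13505 probes tested. Of these, 19 lower and 12 higher genes were called in the same direction in both states, where independent lists of these sizes would share 0.572 and 0.352 genes. *Ifit3* and *Inmt* were called in opposite directions, lower without air and higher with air. Of *Ifit3*, the other 2 probes were not called without air (adjusted p = 0.343 and 0.248, limma), and 1 of them was called higher with air (adjusted p = 0.0162). The air arrays of *Snx5-/-* lungs also differ in sex-linked genes. *Eif2s3y* and *Kdm5d*, on the Y chromosome, were at least 13.7-fold and at least 4.97-fold higher there, and *Xist*, which is expressed from the inactive X chromosome, was at least 20.5-fold lower.
Single arrays moved the non-air counts. There were 433 higher and 218 lower genes without *Snx5+/+* non-air replicate 1, 9 and 20 without replicate 2, 3 and 5 without *Snx5-/-* non-air replicate 1, 2 and 8 without its replicate 2, and 16 and 25 without either *Snx5+/+* air array. The air counts were 185 higher and 201 lower without either *Snx5+/+* non-air array, 71 and 93 without either *Snx5-/-* non-air array, 35 and 54 or 37 and 49 without *Snx5+/+* air replicate 1 or 2, and 50 and 65 or 41 and 55 without *Snx5-/-* air replicate 1 or 2. Under the air labels of the non-normalized intensities, the non-air comparison gave 117 higher and 140 lower genes.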

The altered genes were members of several functional categories, including genes for pulmonary epithelial cell markers, development, maturation, regulation of endocytosis and transport, serine/threonine kinases, enzyme-linked receptor signaling pathways, cell adhesion, and cell migration. Among these downregulated genes, we found that expression of the alveolar epithelial type I cell markers *T1α*, *Aqp5*, and *Rage* was significantly decreased (data not shown). In addition, several genes involved in ribosome biogenesis, RNA processing, translation and oxidative phosphorylation exhibited upregulated expression (Table S1). However, from microarray analysis data and qRT-PCR, we concluded that there was no significant difference in Notch signaling-related genes, such as *Hes1*, *Hes5*, *Hey1*, *Hey2*, and *HeyL*, between groups (data not shown). Thus, these data raise the possibility that *Snx5* may be involved in other signaling pathways in addition to the Mib1-Notch signaling pathway. To address this question, we performed a literature search for previous studies on Snx5. 

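Of 19 type II cell markers tested in non-air lungs, 18 had a lower mean in *Snx5-/-* lungs, and the median log2 fold change was -0.30, or -0.12 without *Snx5+/+* non-air replicate 2. *Il33*, a cytokine gene, was the 1 member that fell (log2 fold change -0.67, standard error 0.12, adjusted p = 0.0398 from limma, n = 2 per genotype), and 6 members were lower and 1 higher when adjusted over the list alone. The list passed camera's test (adjusted p = 9.13e-07), but not with an estimated correlation (adjusted p = 0.235 with an estimated correlation, in a range from 5.81e-09 to 0.235 over the settings tried). In air lungs its median was 0.04 (adjusted p = 0.773, camera). The genes of the 4 surfactant proteins, a list from the paper, gave 0 calls by limma and by the methods' 2 tests. *Sftpb*, the 1 member with an unadjusted p under 0.05 and the 1 that was lower when adjusted over the list alone, had a log2 fold change of -0.39 (standard error 0.11, adjusted p = 0.219, limma). The surfactant list had a camera adjusted p of 0.105, and 0.0386 without *Snx5-/-* non-air replicate 2.
Of 17 endothelial markers, *Car4* and *Eng* fell, by 0.71 and 0.68 on the log2 scale (adjusted p = 0.0156 and 0.0128, limma), and 5 were lower when adjusted over the list alone. The list's camera adjusted p was 9.13e-07, and its adjusted p was 0.149 with an estimated correlation (6.44e-08 to 0.149 over the settings tried). Ciliated cell markers had a median log2 fold change of 0.28, or 0.12 without *Snx5+/+* non-air replicate 2, and 12 of 14 were positive. No member passed limma's test or the methods' 2 tests, 5 were higher at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. Their camera adjusted p was 1.32e-04, and it was 0.263 with an estimated correlation (6.60e-06 to 0.263 over the settings tried). Of 10 markers of Clara cells, the secretory cells of the airway, only *Scgb3a1* rose in non-air lungs, at 1 of its 2 probes, and the list did not pass (adjusted p = 0.439, camera). In air lungs *Hp* was the 1 Clara cell marker called, with a log2 fold change of -0.57 (adjusted p = 0.0137, limma), and its other 2 probes were not called (adjusted p = 0.138 and 0.134). The Clara cell list passed in air lungs (adjusted p = 0.00344, camera), with all 10 negative at a median of -0.18, or -0.11 without *Snx5-/-* air replicate 1. With an estimated correlation its adjusted p was 0.178 (6.83e-04 to 0.178 over the settings tried).
For endocytosis and transport, 0 of 17 sorting nexin and retromer genes passed limma's test in non-air lungs. At an unadjusted p under 0.05, 2 were higher and 1 was lower, and the methods' 2 tests each called 1 lower. *Snx1*, *Snx2* and *Snx6*, other components of the retromer, had log2 fold changes of 0.02, 0.09 and -0.04, and another probe of *Snx2* gave -0.25 (adjusted p = 0.517, limma). Of 12 genes of lung fluid transport, 1 fell, the water channel gene *Aqp5*, and 2 were lower when adjusted over the list alone. That list's camera adjusted p of 0.0216 rose to 0.235 with an estimated correlation (0.00719 to 0.235 over the settings tried) and to 0.110 without *Snx5+/+* non-air replicate 2.
Lists of neutrophil and liver genes were tested as well. Of 9 neutrophil granule genes, 8 were positive, *S100a9* rose, and 5 were higher when adjusted over the list alone, at a median log2 fold change of 0.36 (adjusted p = 5.42e-06, camera). This list's adjusted p was 0.235 with an estimated correlation (2.29e-06 to 0.235 over the settings tried). In air lungs *Retnlg* and *S100a9* rose by 1.04 and 0.99. Of 3 liver genes, *Ahsg* and *Apoa1* were called higher. No fold is given for *Apoa1*, which was not above background on any array (adjusted p = 0.0136, limma). The liver list passed (adjusted p = 0.0102, camera), but not without *Snx5+/+* non-air replicate 1 (adjusted p = 0.195) or with an estimated correlation (adjusted p = 0.235, in a range from 0.00492 to 0.235). In all, 19 of 39 lists passed in non-air lungs with the preset correlation. With an estimated correlation 0 of 39 passed after adjustment, 7 had an unadjusted p under 0.05, and fry called 12. The functional categories of the enrichment software that the methods name were not analysed here.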

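In non-air lungs, *Aqp5*, the water channel of type I cells, fell from a log2 intensity of 13.38 ± 0.00 in *Snx5+/+* to 12.69 ± 0.05 in *Snx5-/-* lungs (SD, n = 2 each). Its log2 fold change was -0.69 (standard error 0.10, adjusted p = 0.0141 from limma), and its other probe gave -0.78 (adjusted p = 0.00706). *Ager*, which encodes Rage, had log2 intensities of 15.17 ± 0.12 and 14.73 ± 0.01, a log2 fold change of -0.44 that did not pass (standard error 0.10, adjusted p = 0.101, limma). *Pdpn*, which encodes T1α, had 14.01 ± 0.13 and 13.68 ± 0.01, a log2 fold change of -0.33 that did not pass (adjusted p = 0.234, limma). Of these 3 markers 1 fell, and 2 were lower when adjusted over the list alone. The paper took these markers from the literature and names them also among the genes lower on its arrays. It also reports lower mRNA of all 3 by quantitative RT-PCR and lower T1α protein. In air lungs, *Pdpn* fell by 0.57 on the log2 scale (standard error 0.10, adjusted p = 0.0148, limma) and *Ager* by 0.47 (adjusted p = 0.0334), while *Aqp5* had a log2 fold change of -0.35 (adjusted p = 0.126). The genotype effect was not shown to differ between the states for *Pdpn*, *Ager* or *Aqp5* (interaction adjusted p = 0.542, 0.947 and 0.394, limma).
A wider list of type I cell markers, which includes these 3, had 19 tested genes. In non-air lungs 18 of the 19 were negative, at a median log2 fold change of -0.31, or -0.17 without *Snx5+/+* non-air replicate 2. In the same *Snx5-/-* lungs the median of type II cell markers was also negative and cardiac muscle markers were higher. *Aqp5* and the basement membrane collagen gene *Col4a4* fell, *Col4a4* with a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.0371, limma) at the probe used and not called at its other probe (adjusted p = 0.0735), and 6 were lower when adjusted over the list alone. *Col4a3* and *Spock2* had log2 fold changes of -0.54 and -0.50 and did not pass. The wider list's camera adjusted p was 4.56e-10, and that of the 3 markers was 5.20e-05. With an estimated correlation the adjusted p was 0.235 for both lists, within ranges over the settings tried of 5.34e-11 to 0.235 for the wider list and 2.77e-06 to 0.235 for the 3 markers. In air lungs 3 of the 19 fell, 5 when adjusted over the list alone, at a median of -0.22 (adjusted p = 1.18e-04, camera; adjusted p = 0.430 with an estimated correlation, in a range from 2.93e-06 to 0.430).
The call of *Aqp5* in non-air lungs was lost without *Snx5+/+* non-air replicate 2 (adjusted p = 0.0627, limma) or *Snx5-/-* non-air replicate 1 or 2 (0.190 and 0.167), and *Ager* passed there without *Snx5+/+* non-air replicate 1 (0.0245). In air lungs *Pdpn* was not called without *Snx5+/+* air replicate 1 or 2 (0.0937 and 0.179) or *Snx5-/-* air replicate 1 or 2 (0.0668 and 0.115), nor was *Ager* (0.227, 0.205, 0.108 and 0.167), which also missed the threshold without either *Snx5-/-* non-air array (0.0724).

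**Figure D1:**
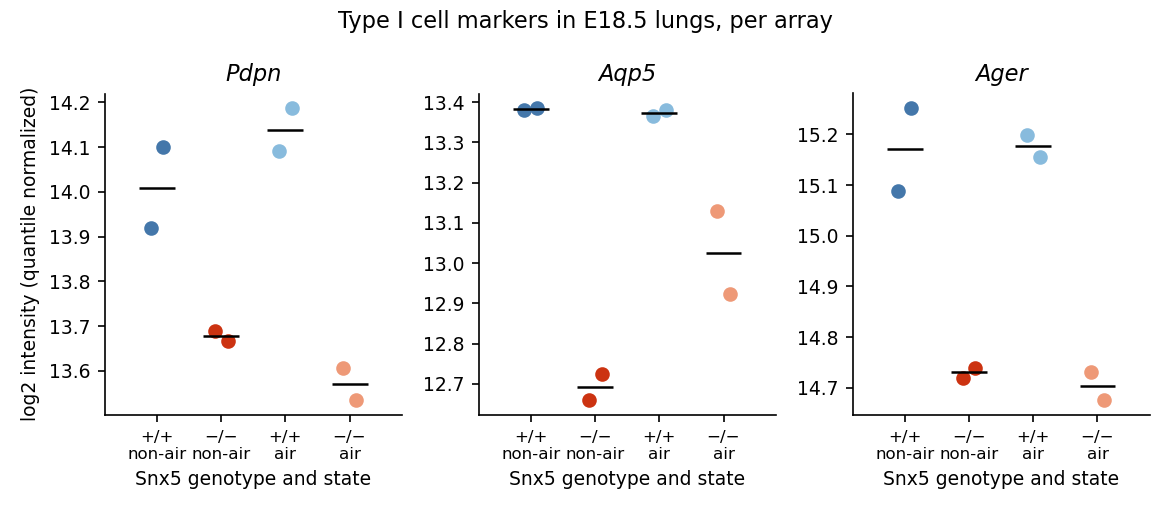
Log2 intensity (vertical axis) of *Aqp5*, *Ager* and *Pdpn* on each array, by genotype and air state (horizontal axis). Points are single lungs, 2 per group, and lines are group means; for each gene the *Snx5-/-* mean lies below the *Snx5+/+* mean in both states.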

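In non-air lungs, genes of oxidative phosphorylation, the respiratory chain and ATP synthase of mitochondria, were on average higher in *Snx5-/-* lungs. Of 69 tested, 68 had a positive log2 fold change, and the median was 0.28 (adjusted p = 1.57e-11 from camera, n = 2 per genotype). The adjusted p of the list was 0.327 with an estimated correlation (2.95e-14 to 0.327 over the settings tried). No single member passed: *Ndufa6* had a log2 fold change of 0.60 (standard error 0.19, adjusted p = 0.243, limma), *Ndufb5* one of 0.53 and *Atp5e* one of 0.52. Limma called 0 members, also when adjusted over the list alone, the methods' 2 tests called 0, and 13 were higher at an unadjusted p under 0.05. In air lungs the direction was opposite, with 13 of 69 positive and a median of -0.08 (adjusted p = 0.0332, camera; adjusted p = 0.821 with an estimated correlation, in a range from 6.90e-04 to 0.821). The difference between the states had a median of -0.41 (interaction adjusted p = 2.17e-11, camera; adjusted p = 0.434 with an estimated correlation, in a range from 2.28e-15 to 0.434). Without *Snx5+/+* non-air replicate 2 the non-air median was 0.06 and the difference -0.16, and without replicate 1 they were 0.51 and -0.63. The air median was -0.14 without *Snx5+/+* air replicate 1, 0.0224 without *Snx5-/-* air replicate 1 and -0.21 without *Snx5-/-* air replicate 2.
Of 48 ribosome biogenesis genes, 30 were positive in non-air lungs, at a median of 0.08 (adjusted p = 0.0216, camera; adjusted p = 0.446 with an estimated correlation, in a range from 0.0138 to 0.446). That median was 0.0332 without *Snx5-/-* non-air replicate 2. Limma called 0 of them over all genes or when adjusted over the list alone, the methods' 2 tests called 0, and 7 were higher and 1 lower at an unadjusted p under 0.05. *Nop10*, which encodes a protein of ribosomal RNA-modifying particles, had a log2 fold change of 0.51 (adjusted p = 0.211, limma). RNA processing genes had a median of 0.02 over 61 members, with 36 positive, and did not pass the list test (adjusted p = 0.0623, camera). With 1 array of the comparison left out, this median ran from -7.64e-04 without *Snx5+/+* non-air replicate 1 to 0.0480 without its replicate 2. *Lsm7*, which encodes a small nuclear RNA-binding protein, had 0.77 (standard error 0.16, adjusted p = 0.0553, limma). It was the 1 member higher when adjusted over the list alone and the 1 called by the methods' combined test. Limma called 0 over all genes, and 9 were higher at an unadjusted p under 0.05. Translation factors had a median of -0.03 over 50 members, of which 20 were positive (adjusted p = 0.586, camera), and -0.0943 and 0.0276 without the same arrays. Limma and the methods' 2 tests called 0 of them, and 3 were higher and 3 lower at an unadjusted p under 0.05. Their largest value was 0.57 for *Eif3k*, a subunit gene of an initiation factor (standard error 0.14, adjusted p = 0.136, limma).
Ribosomal protein genes were counted apart from the factors. Of 56 cytosolic ones, 47 were positive at a median of 0.16 (adjusted p = 1.67e-07, camera; adjusted p = 0.235 with an estimated correlation, in a range from 2.85e-11 to 0.235), and of 70 mitochondrial ones, 66 were positive at 0.22 (adjusted p = 1.57e-11; 0.263 with an estimated correlation, in a range from 3.15e-13 to 0.263). Without *Snx5+/+* non-air replicate 2 these medians were 0.0775 and 0.10, and that of the mitochondrial ones was 0.34 without replicate 1. Limma called 0 of either group. Among the cytosolic ones 5 were higher when adjusted over the list alone, 16 at an unadjusted p under 0.05, 2 by the methods' combined test and 3 by their single test. Of the mitochondrial ones 22 were higher at an unadjusted p under 0.05, with 0 by the other tests. In air lungs the medians of ribosome biogenesis, RNA processing and translation factors were -0.01, -0.02 and 0.03 (adjusted p = 0.890, 0.816 and 0.773, camera).
Cardiac muscle markers were higher in the same *Snx5-/-* lungs. All 6 tested in non-air lungs were positive at a median of 0.60 (adjusted p = 2.51e-07, camera; adjusted p = 0.235 with an estimated correlation, in a range from 3.63e-08 to 0.235). *Actc1*, cardiac actin, rose by 0.61 (standard error 0.11, adjusted p = 0.0374, limma), its other probe was not called (0.37, adjusted p = 0.203), and 5 were higher when adjusted over the list alone. *Actc1* lies 152 places from *Snx5*, within the region with more called genes. In air lungs *Actc1*, *Myh6* and *Myl4* rose by 1.05, 0.95 and 0.81.
Ribosome biogenesis did not pass without *Snx5+/+* non-air replicate 2 (adjusted p = 0.238, camera) or *Snx5-/-* non-air replicate 2 (0.367), and RNA processing passed without *Snx5+/+* non-air replicate 2 (0.0222). The downward call of oxidative phosphorylation in air lungs was lost without *Snx5+/+* air replicate 2 (0.402) or *Snx5-/-* air replicate 1 (0.785).

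**Figure D2:**
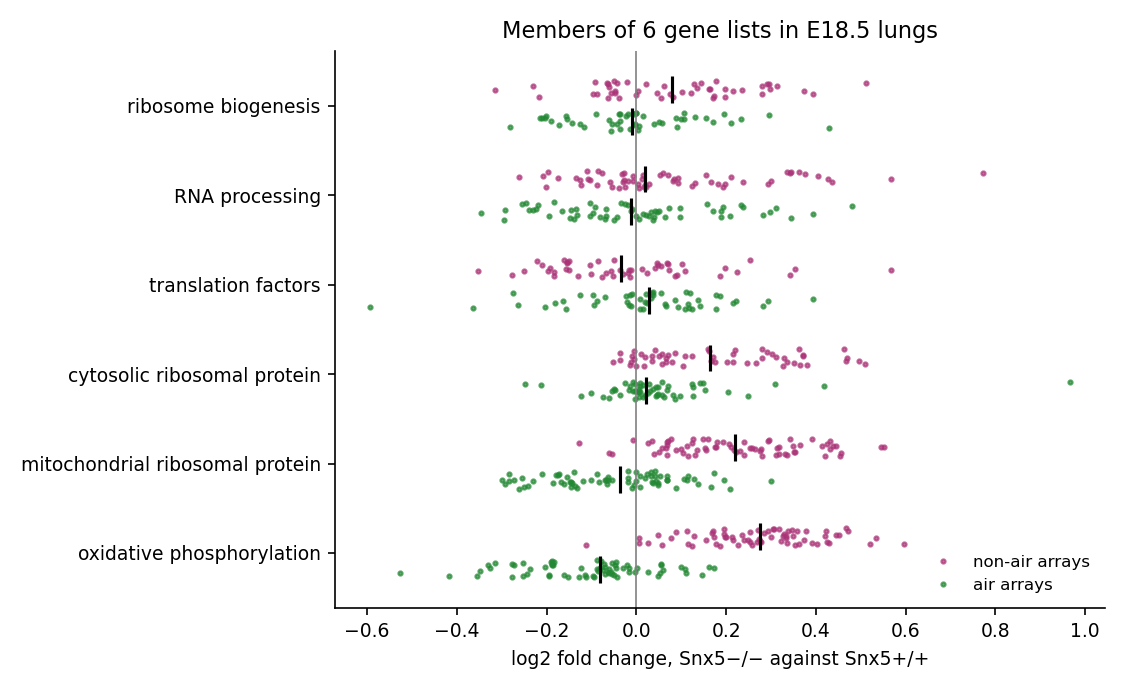
Log2 fold change of *Snx5-/-* against *Snx5+/+* lungs (horizontal axis) for each member of the gene groups named on the vertical axis, in non-air and air lungs. Points are genes and lines are medians. In non-air lungs 68 of the 69 oxidative phosphorylation genes lie to the right of 0.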

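None of the Notch target genes was called between genotypes in non-air lungs (n = 2 per genotype). *Hes1*, a transcriptional repressor induced by Notch, had a log2 fold change of -0.10 (standard error 0.10, adjusted p = 0.713 from limma). *Hey1* had -0.16 (adjusted p = 0.517), *Hey2* 0.21 (adjusted p = 0.407) and *Heyl* 0.16 (adjusted p = 0.665). *Hes5* was below the intensity cutoff at both of its probes and was not tested. Limma called 0 of the 4 tested genes, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 0, and the methods' 2 tests called 0. Their median log2 fold change was 0.03 (adjusted p = 0.884, camera). A wider list of 20 genes of the pathway, from ligands and receptors to the processing enzymes, had a median of -0.07, with 7 positive and 0 called (adjusted p = 0.178, camera). Its largest values were -0.36 for the co-activator gene *Maml1* and -0.30 for the receptor gene *Notch4*, which did not pass (adjusted p = 0.277 and 0.417, limma). In air lungs *Hey1* had a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.0781, limma), and it was the 1 target gene higher when adjusted over the list alone. The methods' 2 tests each called *Hey1* higher there, the single test at its unadjusted threshold. *Hes1*, *Hey2* and *Heyl* had 0.22, 0.04 and -0.06 there. As a list, the targets had an adjusted p in air lungs from 0.0138 to 0.372 over the settings tried (camera and fry). The genotype effect on *Hey1* was not shown to differ between the states (interaction log2 fold change 0.56, adjusted p = 0.192, limma). *Hey1* passed in air lungs without either *Snx5+/+* non-air array (adjusted p = 0.0499, limma).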

Recently, Pei et al. reported that defective differentiation of alveolar epithelial type I cells led to a respiratory distress syndrome-like phenotype in SMRT mutant mice and that 21 genes, including *Klf2*, *Lgals3bp*, *Klf4*, *Inmt*, *Zfp36*, and *Dusp1*, were significantly decreased [15]. 

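The study names 6 genes that were decreased in lungs of SMRT mutant mice, and all 6 passed the intensity cutoff. In non-air lungs, *Lgals3bp*, which encodes a secreted galectin-binding glycoprotein, fell in *Snx5-/-* lungs with a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.00706 from limma, n = 2 per genotype). *Inmt*, which encodes indolethylamine N-methyltransferase, fell by 0.60 (standard error 0.10, adjusted p = 0.0199). The other four were not called there. The zinc-finger transcription factor genes *Klf2* and *Klf4* had log2 fold changes of -0.09 and 0.12 (adjusted p = 0.744 and 0.722, limma), and the other 2 probes of *Klf4* gave -0.19 and -0.14 (adjusted p = 0.494 and 0.601). *Zfp36*, which encodes a protein that destabilizes mRNA, had -0.05, and the phosphatase gene *Dusp1* had 0.01 (adjusted p = 0.852 and 0.964, limma). In air lungs, *Dusp1*, *Zfp36* and *Klf2* fell, with log2 fold changes of -1.19 (standard error 0.10, adjusted p = 5.60e-05, limma), -0.92 (adjusted p = 4.19e-04) and -0.74 (adjusted p = 0.00276). *Inmt* rose by 0.56 in air lungs (adjusted p = 0.0110, limma), and *Klf4* and *Lgals3bp* had -0.42 and -0.20 (adjusted p = 0.122 and 0.385). The genotype effect differed between the states for *Dusp1*, *Zfp36* and *Inmt* (interaction adjusted p = 0.00168, 0.0170 and 0.00210, limma), and it was not shown to differ for *Klf2*, *Klf4* and *Lgals3bp* (0.116, 0.290 and 0.199). As a list, 2 of the 6 fell in non-air lungs, also when adjusted over the list alone, and the median was -0.07 (adjusted p = 0.0216, camera; adjusted p = 0.241 with an estimated correlation, in a range from 0.00528 to 0.241). That median was -0.0108 without *Snx5-/-* non-air replicate 1 and -0.13 without its replicate 2. In air lungs 3 fell and 1 rose, 4 and 1 when adjusted over the list alone with *Klf4* added, at a median of -0.58 (adjusted p = 1.07e-04, camera; adjusted p = 0.178 with an estimated correlation, in a range from 4.28e-06 to 0.178). With air against without air in *Snx5+/+* lungs, the median log2 fold change of this list was 0.90, beside 1.13 for immediate-early genes. The lower values in *Snx5-/-* air lungs are thus measured against a level that was raised in *Snx5+/+* air lungs. How these 6 were picked among the genes reported for SMRT mutant lungs is not stated in the paper. The neutrophil, liver and cardiac genes that rose are in the same *Snx5-/-* lungs.
The non-air call of *Inmt* was lost without *Snx5+/+* non-air replicate 2 (adjusted p = 0.0627, limma), *Snx5-/-* non-air replicate 1 or 2 (0.204 and 0.239) or either *Snx5+/+* air array (0.0510), and that of *Lgals3bp* without *Snx5-/-* non-air replicate 1 or 2 (0.109 and 0.143). The list's call was lost without *Snx5+/+* non-air replicate 1 (0.0795) or *Snx5-/-* non-air replicate 1 (0.149), and the air call of *Inmt* without *Snx5+/+* air replicate 1 or 2 (0.124 and 0.0995) or *Snx5-/-* air replicate 2 (0.0977).

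**Figure D3:**
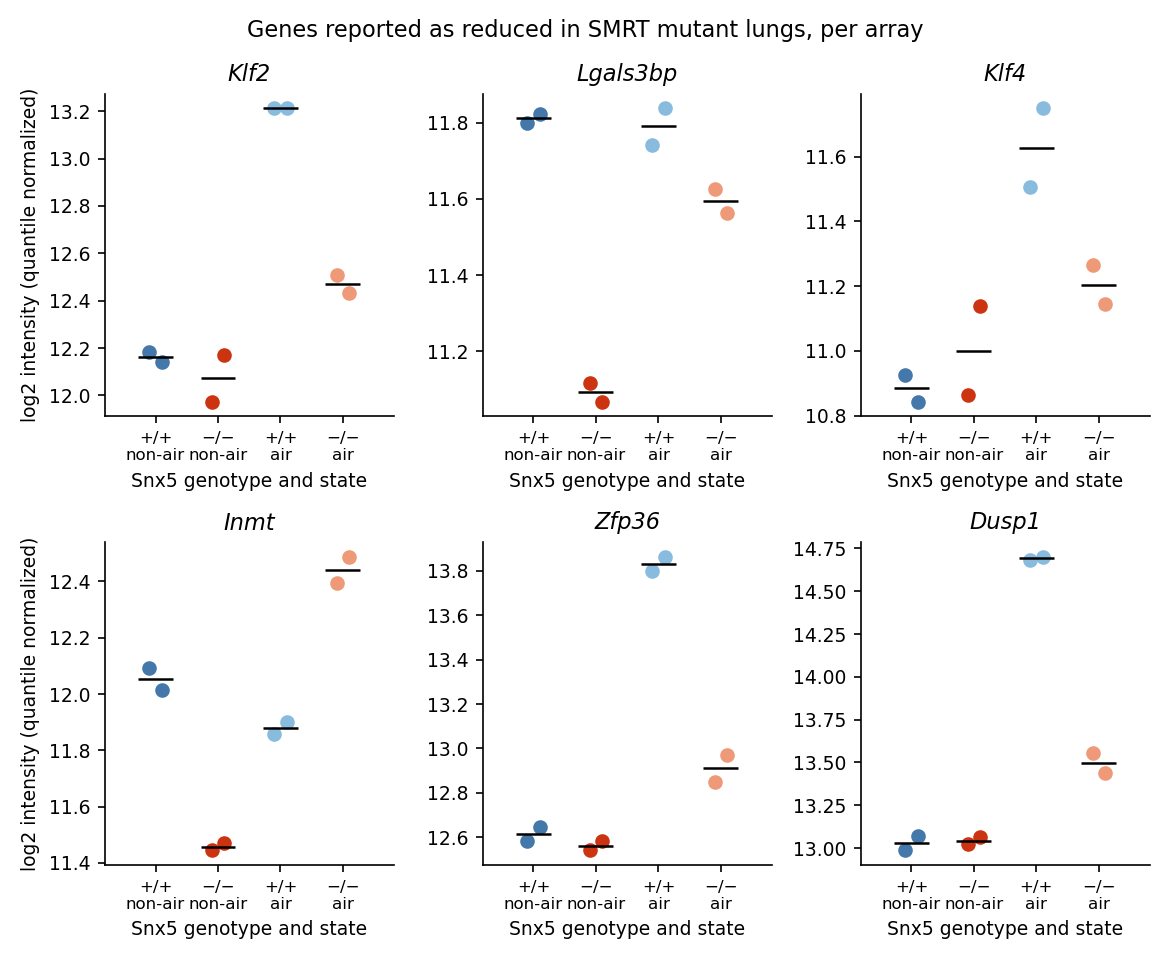
Log2 intensity (vertical axis) of *Klf2*, *Lgals3bp*, *Klf4*, *Inmt*, *Zfp36* and *Dusp1* on each array, by genotype and air state (horizontal axis). Points are single lungs, 2 per group, and lines are group means; the *Snx5+/+* air lungs lie above the other groups for *Dusp1* and *Zfp36*.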

Interestingly, when we examined the expression levels of these genes in *Snx5^-/-^* lungs, we also found that these genes were significantly downregulated (data not shown). Taken together, although more molecular studies on Snx5 are required to determine the precise role of this protein in lung development, these finding suggest that *Snx5* could be a novel mediator for proper differentiation of alveolar epithelial type I cells.

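Averaged over both air states, which does not depend on which table's air labels are right, all 3 type I cell markers fell in *Snx5-/-* lungs (n = 4 per genotype). *Aqp5* had a log2 fold change of -0.52 (standard error 0.07, adjusted p = 0.00252 from limma), *Ager* one of -0.46 (adjusted p = 0.00433) and *Pdpn* one of -0.45 (adjusted p = 0.00599). Without air *Ager* and *Pdpn* were negative but not called. *Xist* was not detected on 2 of the 4 *Snx5-/-* arrays, so sex is partly mixed with genotype here. The camera adjusted p of the 3 markers was 4.37e-06, and the adjusted p was 0.193 with an estimated correlation (6.02e-08 to 0.193 over the settings tried). Of the 19 genes in the wider type I list, 5 fell, 6 when adjusted over the list alone (adjusted p = 2.16e-10, camera; adjusted p = 0.233 with an estimated correlation, in a range from 1.56e-11 to 0.233). *Dusp1*, *Zfp36*, *Lgals3bp* and *Klf2*, decreased in SMRT mutant lungs, fell as well, by 0.59, 0.49, 0.46 and 0.42 on the log2 scale (adjusted p = 7.96e-04, 0.00278, 0.00353 and 0.00966, limma). Without air, *Dusp1*, *Zfp36* and *Klf2* were not called, so their averaged falls rest on the air arrays, among which the 2 of *Snx5-/-* lungs are those on which *Xist* was not detected. *Inmt* and *Klf4* had -0.02 and -0.15 and were not called (adjusted p = 0.938 and 0.463, limma). In this contrast 163 genes were lower and 97 higher, and 134 and 81 without genes on the chromosome of *Snx5*. The actin-binding protein gene *Dstn* had a log2 fold change of -5.17 and the immediate-early gene *Fos*, not called without air, one of -1.63. *Rrbp1*, not above background in *Snx5-/-* lungs, was at least 5.40-fold lower. *Tmem87a*, which lies 110 places from *Snx5* in the region with more called genes, rose by 1.24. The smooth muscle actin gene *Actg2* rose by 1.02. Endothelial markers fell in 3 of 17 cases, *Plvap* by 0.65, *Car4* by 0.53 and *Eng* by 0.48 (adjusted p of the list 6.59e-05, camera; adjusted p = 0.158 with an estimated correlation, in a range from 6.96e-06 to 0.158). In the same *Snx5-/-* lungs 6 of 7 cardiac muscle markers rose, at a median of 0.77 (adjusted p = 1.26e-10, camera; adjusted p = 0.193 with an estimated correlation, in a range from 3.87e-13 to 0.193), and 4 of 9 neutrophil granule genes rose. The number of higher genes was 167 without *Snx5+/+* non-air replicate 1 and 62 without *Snx5-/-* non-air replicate 2, and that of lower genes was 97 and 98 without *Snx5-/-* non-air replicate 1 and 2 and 102 without *Snx5+/+* air replicate 2. *Klf2* was not called without *Snx5-/-* non-air replicate 1 (adjusted p = 0.0653, limma) or *Snx5+/+* air replicate 1 or 2 (0.0517 and 0.0514).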

## Discussion

Here, we report that *Snx5* is necessary for the differentiation of alveolar epithelial type I cells. Targeted inactivation of the *Snx5* gene led to neonatal mortality caused by respiratory failure, in which differentiation of alveolar epithelial type I cells was impaired, while maturation of alveolar epithelial type II cells was intact. Although SNX5 has been posited to interact with Mib-1, an E3 ubiquitin ligase that regulates the activation of Notch signaling, it is unlikely that these defects are caused by Mib1-Notch signaling. In addition, other related molecules, EGFR and CI-MPR, were not affected by Snx5 depletion. Collectively, our data reveal an essential role of Snx5 in the differentiation of alveolar epithelial type I cells.

Maturation defects of alveolar epithelial cells can cause neonatal respiratory failure. Thus far, various factors, such as C/EBPα, co-activator-associated arginine methyltransferase 1 (CARM1), Erk3, Foxa2, Foxm1, Fstl1, Mig6, and Pdpn (T1α), have been implicated in alveolar formation at the saccular stage of lung development. Disruption of these factors can lead to perinatal lethality caused by a respiratory distress syndrome (RDS)-like phenotype, which includes pulmonary atelectasis. This phenotype is largely caused by the excessive proliferation of immature alveolar epithelial type II cells [17], [35], [39], [50], [51], [52], [53]. In contrast, *Snx5^-/-^* lungs did not show a significant difference in cellular proliferation (Figure S3A and B), although cellularity was slightly increased. In addition, there were no significant differences between *Snx5^+/+^* lungs and *Snx5^-/-^* lungs in the production of surfactant proteins and Sat PC. Moreover, *Snx5^-/-^* lungs had normal alveolar epithelial type II cells with compacted, well-organized lamellar bodies and secreted surfactants in the alveolar air-space. This suggests that deletion of *Snx5* did not affect the maturation of alveolar epithelial type II cells and that the respiratory failure in the *Snx5^-/-^* mice was not due to functional defects of alveolar epithelial type II cells. However, *Snx5^-/-^* lung showed a significantly reduced expression of alveolar epithelial type I cell markers. Through these phenotypes, we could suggest that intact alveolar epithelial type II cells may reduce the severity of lung defects in *Snx5^-/-^* lung.

In present study, *Snx5^-/-^* mice showed the variability in survival rates. To determine whether leaky expression of *Snx5* could affect a different survival rates, we investigated the expression level of *Snx5* gene. In addition, we observed surviving and non-surviving *Snx5^-/-^* mice at birth and checked the expression levels of alveolar epithelial cell markers. Although we could not observed the differences between survivors and non-survivors, all mutant mice showed reduced expression of type I epithelial cell markers ; T1α, AQP5 and Rage (data not shown). So far, we did not define other causes of perinatal mortality in this study, we could suggest that the survivor mice have other complex compensatory mechanisms. Further studies will be required to address this possibility. In addition, the embryonic studies of *Snx5^-/-^* mice showed the significantly reduced numbers of mutant embryos at E18.5. Although the causes of embryonic death are ambiguous and need further studies, ubiquitous expressed of Snx5 suggests that Snx5 may play a role in various developmental contexts in embryonic stage.

Previous studies have demonstrated that EGFR-knockout mice exhibit growth retardation and epithelial immaturity, which shows partial similarity to the phenotype of *Snx5^-/-^* mice. *EGFR^-/-^* mice can be classified into 3 groups: runted, small-sized, and normal-sized pups [54]. The second group, small-sized pups, were shown to have breathing problems (gasping) and lived for up to 2 days. Dead *EGFR^-/-^* mice exhibited condensed and immature lung morphologies resembling neonatal respiratory distress syndrome. Although significant differences in EGFR signaling and degradation in MEFs after EGF stimulation were not observed in the current study, *Snx5^-/-^* and *EGFR^-/-^* mice display partially similar phenotypes such as lung immaturity, growth retardation and strain-dependent survivability. Although we did not go into details for postnatal phenotypes, we could observe that *Snx5^-/-^* mice had a longer lifespan and growth inhibition on other genetic background mice (data not shown). The inability to detect prominent differences in EGFR signaling and degradation in *Snx5^-/-^* MEFs may be due to the presence of a redundant signaling mechanism in MEFs and PLEs or the limited sensitivity of this experiment to detect subtle changes. Nevertheless, phenotypic similarities between *Snx5^-/-^* and *EGFR^-/-^* mice suggest that *Snx5* may be involved in EGFR signaling in the differentiation of alveolar epithelial type cells.

Knockdown of *Snx1* using RNA interference (RNAi) has been shown to cause dispersed cytosolic localization and degradation of CI-MPR in HeLa cells [22]. However, *Snx1/2*-deficient MEFs exhibit similar CI-MPR sublocalization and stability compared to wild-type MEFs [55], [56]. Similarly, although depletion of *Snx5* and *Snx6* in HeLa cells leads to dispersed CD8-CI-MPR trafficking into early endosomes [20], no significant differences in the localization and degradation of CI-MPR were observed in *Snx5^-/-^* MEFs in the current study. The lack of consensus in these findings suggests that the retrograde activity of CI-MPR may be regulated in a context-dependent manner in different cells and tissues.

We previously reported that *Snx5* interacts with Mib1, which plays a role in Notch signaling in various contexts of mammalian development [25], [26], [27], [28], [29], [30]. Snx5 morpholino injection into zebrafish embryos resulted in hematopoietic and blood vessel defects, which could be due to defective Notch signaling [21]. We hypothesized that *Snx5* could play an important role in Notch signaling and that *Snx5^-/-^* mice would exhibit Notch phenotypes; however, we did not observe Notch phenotypes, such as morphological defects of the somite, brain, vessels, intestines, kidneys, or hematopoietic cells in which Mib1-Notch signaling is required [25], [26], [27], [28], [29], [30]. When we transplanted fetal liver cells from *Snx5^+/+^* and *Snx5^-/-^* mice into lethally irradiated recipient mice, we did not observe any developmental alteration of immune cells, including T and marginal zone B lymphocytes (data not shown) [26], [28]. Moreover, in this experiment, E18.5 *Snx5^-/-^* lungs did not show a significant alteration in Notch signaling-related genes, such as *Hes1*, *Hes5*, *Hey1*, *Hey2*, and *HeyL*, as assessed by qRT-PCR (data not shown). Thus, we conclude that disruption of the *Snx5* gene in lungs does not alter Notch signaling.

In summary, this study demonstrated that deletion of the *Snx5* gene in mice can cause neonatal death, most likely due to saccular immaturity. Snx5 is essential for the differentiation and maturation of distal alveolar epithelial type I cells during lung development. Although the underlying mechanisms of Snx5 in lung development are unknown, it is plausible that Snx5 mediates lung maturity. Future studies of Snx5 with new binding molecules will deepen our understanding of the critical mechanisms involved in mouse lung development and provide new insight into the functions of SNXs in the cellular regulation of endocytic trafficking. Moreover, elucidation of the function of Snx5 in lung development may provide targets for novel therapeutic strategies for the prevention and treatment of respiratory distress syndrome.

## Supporting Information

Figure S1 **Characterization of** ***Snx5*** **-trapped mice.** (A) Southern blot analysis of gene-trapped mouse tails. The wild-type (WT) allele (4.2 kb) and the mutant (MT) allele (5.8 kb) were generated by *Eco*R1 restriction enzyme digestion. (B) PCR-based genotype analysis of the progenies of *Snx5* heterozygous crosses. The WT band was detected using W-L (exon7) and W-R (exon7) primers (Figure 1A). The MT band was detected using W-L (exon7) and M-R (β-geo cassette) primers. (C) RT-PCR and (D) western blot of mouse lung tissue. Mouse *Snx5* mRNA and protein were absent in tissue derived from *Snx5^-/-^* mice. (E) A representative growth retardation phenotype in *Snx5^-/-^* mice at P30. (F) Graph shows a reduced body weight of *Snx5^-/-^* mice at P21.
(TIF)

Figure S2 **Normal structure of the respiratory organs and heart.** (A-J) Hematoxylin and Eosin (H&E) staining of respiratory organs at E18.5. (A and B) Palates, (C–F) morphology of sagittal and transverse sections of the trachea and esophagus, (G and H) diaphragm and (I and J) intercostals muscles showing similar structures in *Snx5^-/-^* mice and controls. (A and B) Scale bars: 1 mm, (C and D) scale bars: 400 µm, (E and F) scale bars: 200 µm, (G–J) scale bars: 100 µm. (K and L) Light micrograph of the separated trachea and esophagus in E18.5 *Snx5^-/-^* mice. Scale bars: 1 mm. (M and N) Alcian blue staining of tracheal cartilage at E18.5. Scale bars: 0.5 mm. (O and P) Normal morphological structure of *Snx5^-/-^* heart compared to controls. (O and P) Scale bars: 1 mm.
(TIF)

Figure S3 **Proliferation was not altered in** ***Snx5^-/-^*** **mice.** (A) Ki67 and Hoechst double staining of *Snx5^+/+^* and *Snx5^-/-^* lungs at E18.5. Scale bars: 50 µm. (B) Graph of Ki67-positive cell counts showed similar proliferation rates in *Snx5^-/-^* and *Snx5^+/+^* lungs. Ki67-positive cells were counted in 3 random 400× microscope fields. Means ± SDs were determined using 4 *Snx5^+/+^* embryos and 7 *Snx5^-/-^* embryos in each group.
(TIF)

Figure S4 **Mature SP-B and lung Sat PC content were not decreased in** ***Snx5^-/-^*** **mice.** (A) Relative density of SP-B western blotting was quantified using densitometry (n  =  5). (B) Western blotting analysis of mature SP-B in 15 µl lung homogenate supernatant (n  =  5). Supernatant was recovered from lung homogenate after centrifugation at 1500xg for 15 min. (C) Lung Sat PC content and Sat PC to body weight levels in *Snx5^+/+^*, *Snx5^+/-^*, and *Snx5^-/-^* mice (n  =  6, *P < 0.05).
(TIF)

Figure S5 **Ultrastructure of alveolar epithelial type I cells in** ***Snx5^-/-^*** **lungs. (**A-D) Transmission electron microscopy (TEM) was used to determine ultrastructural morphology of the alveolar epithelial type I cells in *Snx5^-/-^* and *Snx5^+/+^* lungs at E18.5. (A and B) Vesicle (Vs; black arrow) and mitochondria (Mt; white arrowhead) were observed in *Snx5^+/+^* (A) and *Snx5^-/-^* (B) lungs. Scale bars: 2 µm. (C and D) Extended cytoplasm was also observed in *Snx5^+/+^* (C) and *Snx5^-/-^* (D) mice. Scale bars: 400 nm.
(TIF)

Figure S6 **Identification of primary lung epithelial cell (PLE) characteristics. (**A) Western blot analysis of lysates (10 µg) from MEFs and isolated PLEs. Isolated PLEs exhibited E-cadherin but not vimentin expression. (B) Mean relative log_10_ mRNA expression for vimentin, E-cadherin, SP-C, and T1α from MEFs and PLEs using qRT-PCR. Graphs revealed dramatic increases in E-cadherin and SP-C expression in isolated PLEs. Also, T1α was expressed at low levels in PLEs compared to the negative control, MEFs. (C) Bright-field and fluorescence images of PLEs. Bright-field images showed a type II epithelial cell-like morphology. Fluorescence images revealed partial T1α and strong proSP-C expression. Scale bars: 100 µm.
(TIF)

Figure S7 **EGFR expression in E18.5** ***Snx5^-/-^*** **lungs was not altered.** (A) Western blotting of EGFR protein in whole-lung lysates from E18.5 *Snx5^+/+^* and *Snx5^-/-^* mice (n  =  10 each). (B) Densitometric analysis showed that the ratio of EGFR to β-tubulin was similar between E18.5 *Snx5^-/-^* and *Snx5^+/+^* lungs.
(TIF)

Table S1 Biological processes enriched with up or down-regulated DEGs of E18.5 *Snx5^-/-^* lungs. Genome-wide analysis of E18.5 *Snx5^-/-^* lungs showed the biological processes enriched with up or down-regulated DEGs.
(TIF)

Table S2 Used primers for qRT-PCR in lungs. The qRT-PCR primers for analysis of changed mRNA expression levels in *Snx5^-/-^* compared to *Snx5^+/+^* lung.
(TIF)

## References

[1] MorriseyEE, HoganBL (2010) Preparing for the first breath: genetic and cellular mechanisms in lung development. Dev Cell 18: 8–23.2015217410.1016/j.devcel.2009.12.010PMC3736813

[2] HoganBL (1999) Morphogenesis. Cell 96: 225–233.998821710.1016/s0092-8674(00)80562-0

[3] CostaRH, KalinichenkoVV, LimL (2001) Transcription factors in mouse lung development and function. Am J Physiol Lung Cell Mol Physiol 280: L823–838.1129050410.1152/ajplung.2001.280.5.L823

[4] KumarVH, LakshminrusimhaS, El AbiadMT, ChessPR, RyanRM (2005) Growth factors in lung development. Adv Clin Chem 40: 261–316.1635592510.1016/s0065-2423(05)40007-4

[5] RawlinsEL (2011) The building blocks of mammalian lung development. Dev Dyn 240: 463–476.2133745910.1002/dvdy.22482

[6] WarburtonD, WuenschellC, Flores-DelgadoG, AndersonK (1998) Commitment and differentiation of lung cell lineages. Biochem Cell Biol 76: 971–995.10392710

[7] WilliamsMC (2003) Alveolar type I cells: molecular phenotype and development. Annu Rev Physiol 65: 669–695.1242802310.1146/annurev.physiol.65.092101.142446

[8] ColeFS, HamvasA, NogeeLM (2001) Genetic disorders of neonatal respiratory function. Pediatr Res 50: 157–162.1147719810.1203/00006450-200108000-00001

[9] GlasserSW, NogeeLM (2006) Genetically engineered mice in understanding the basis of neonatal lung disease. Semin Perinatol 30: 341–349.1714216010.1053/j.semperi.2006.09.001

[10] LyraPP, DinizEM (2007) The importance of surfactant on the development of neonatal pulmonary diseases. Clinics (Sao Paulo) 62: 181–190.1750570410.1590/s1807-59322007000200014

[11] ClarkJC, WertSE, BachurskiCJ, StahlmanMT, StrippBR, et al (1995) Targeted disruption of the surfactant protein B gene disrupts surfactant homeostasis, causing respiratory failure in newborn mice. Proc Natl Acad Sci U S A 92: 7794–7798.764449510.1073/pnas.92.17.7794PMC41232

[12] deMelloDE, HeymanS, PhelpsDS, HamvasA, NogeeL, et al (1994) Ultrastructure of lung in surfactant protein B deficiency. Am J Respir Cell Mol Biol 11: 230–239.804908410.1165/ajrcmb.11.2.8049084

[13] GlasserSW, BurhansMS, KorfhagenTR, NaCL, SlyPD, et al (2001) Altered stability of pulmonary surfactant in SP-C-deficient mice. Proc Natl Acad Sci U S A 98: 6366–6371.1134426710.1073/pnas.101500298PMC33474

[14] BanN, MatsumuraY, SakaiH, TakanezawaY, SasakiM, et al (2007) ABCA3 as a lipid transporter in pulmonary surfactant biogenesis. J Biol Chem 282: 9628–9634.1726739410.1074/jbc.M611767200

[15] PeiL, LeblancM, BarishG, AtkinsA, NofsingerR, et al (2011) Thyroid hormone receptor repression is linked to type I pneumocyte-associated respiratory distress syndrome. Nat Med 17: 1466–1472.2200190610.1038/nm.2450PMC3210920

[16] GalambosC, NgYS, AliA, NoguchiA, LovejoyS, et al (2002) Defective pulmonary development in the absence of heparin-binding vascular endothelial growth factor isoforms. Am J Respir Cell Mol Biol 27: 194–203.1215131110.1165/ajrcmb.27.2.4703

[17] WanH, XuY, IkegamiM, StahlmanMT, KaestnerKH, et al (2004) Foxa2 is required for transition to air breathing at birth. Proc Natl Acad Sci U S A 101: 14449–14454.1545235410.1073/pnas.0404424101PMC521955

[18] LiuH, LiuZQ, ChenCX, MagillS, JiangY, et al (2006) Inhibitory regulation of EGF receptor degradation by sorting nexin 5. Biochem Biophys Res Commun 342: 537–546.1648794010.1016/j.bbrc.2006.01.179

[19] Merino-TrigoA, KerrMC, HoughtonF, LindbergA, MitchellC, et al (2004) Sorting nexin 5 is localized to a subdomain of the early endosomes and is recruited to the plasma membrane following EGF stimulation. J Cell Sci 117: 6413–6424.1556176910.1242/jcs.01561

[20] WassmerT, AttarN, BujnyMV, OakleyJ, TraerCJ, et al (2007) A loss-of-function screen reveals SNX5 and SNX6 as potential components of the mammalian retromer. J Cell Sci 120: 45–54.1714857410.1242/jcs.03302

[21] YooKW, KimEH, JungSH, RheeM, KooBK, et al (2006) Snx5, as a Mind bomb-binding protein, is expressed in hematopoietic and endothelial precursor cells in zebrafish. FEBS Lett 580: 4409–4416.1685719610.1016/j.febslet.2006.07.009

[22] CarltonJ, BujnyM, PeterBJ, OorschotVM, RutherfordA, et al (2004) Sorting nexin-1 mediates tubular endosome-to-TGN transport through coincidence sensing of high- curvature membranes and 3-phosphoinositides. Curr Biol 14: 1791–1800.1549848610.1016/j.cub.2004.09.077

[23] CavetME, PangJ, YinG, BerkBC (2008) An epidermal growth factor (EGF) -dependent interaction between GIT1 and sorting nexin 6 promotes degradation of the EGF receptor. FASEB J 22: 3607–3616.1852316210.1096/fj.07-094086PMC2537429

[24] McGoughIJ, CullenPJ (2011) Recent advances in retromer biology. Traffic 12: 963–971.2146345710.1111/j.1600-0854.2011.01201.x

[25] JeongHW, JeonUS, KooBK, KimWY, ImSK, et al (2009) Inactivation of Notch signaling in the renal collecting duct causes nephrogenic diabetes insipidus in mice. J Clin Invest 119: 3290–3300.1985513510.1172/JCI38416PMC2769200

[26] KimYW, KooBK, JeongHW, YoonMJ, SongR, et al (2008) Defective Notch activation in microenvironment leads to myeloproliferative disease. Blood 112: 4628–4638.1881839210.1182/blood-2008-03-148999

[27] KooBK, LimHS, SongR, YoonMJ, YoonKJ, et al (2005) Mind bomb 1 is essential for generating functional Notch ligands to activate Notch. Development 132: 3459–3470.1600038210.1242/dev.01922

[28] SongR, KimYW, KooBK, JeongHW, YoonMJ, et al (2008) Mind bomb 1 in the lymphopoietic niches is essential for T and marginal zone B cell development. J Exp Med 205: 2525–2536.1882458610.1084/jem.20081344PMC2571928

[29] YoonKJ, KooBK, ImSK, JeongHW, GhimJ, et al (2008) Mind bomb 1-expressing intermediate progenitors generate notch signaling to maintain radial glial cells. Neuron 58: 519–531.1849873410.1016/j.neuron.2008.03.018

[30] YoonMJ, KooBK, SongR, JeongHW, ShinJ, et al (2008) Mind bomb-1 is essential for intraembryonic hematopoiesis in the aortic endothelium and the subaortic patches. Mol Cell Biol 28: 4794–4804.1850581710.1128/MCB.00436-08PMC2493361

[31] WeinmasterG, FischerJA (2011) Notch ligand ubiquitylation: what is it good for? Dev Cell 21: 134–144.2176361410.1016/j.devcel.2011.06.006PMC3156059

[32] WarshamanaGS, CortiM, BrodyAR (2001) TNF-alpha, PDGF, and TGF-beta(1) expression by primary mouse bronchiolar-alveolar epithelial and mesenchymal cells: tnf-alpha induces TGF-beta(1). Exp Mol Pathol 71: 13–33.1150209410.1006/exmp.2001.2376

[33] MatsuiR, BrodyJS, YuQ (1999) FGF-2 induces surfactant protein gene expression in foetal rat lung epithelial cells through a MAPK-independent pathway. Cell Signal 11: 221–228.1035369710.1016/s0898-6568(98)00070-9

[34] MasonRJ, NellenbogenJ, ClementsJA (1976) Isolation of disaturated phosphatidylcholine with osmium tetroxide. J Lipid Res 17: 281–284.932560

[35] MartisPC, WhitsettJA, XuY, PerlAK, WanH, et al (2006) C/EBPalpha is required for lung maturation at birth. Development 133: 1155–1164.1646736010.1242/dev.02273

[36] BartlettGR (1959) Phosphorus assay in column chromatography. J Biol Chem 234: 466–468.13641241

[37] GengY, DongY, YuM, ZhangL, YanX, et al (2011) Follistatin-like 1 (Fstl1) is a bone morphogenetic protein (BMP) 4 signaling antagonist in controlling mouse lung development. Proc Natl Acad Sci U S A 108: 7058–7063.2148275710.1073/pnas.1007293108PMC3084141

[38] MatzkeA, SargsyanV, HoltmannB, AramuniG, AsanE, et al (2007) Haploinsufficiency of c-Met in cd44-/- mice identifies a collaboration of CD44 and c-Met in vivo. Mol Cell Biol 27: 8797–8806.1792369210.1128/MCB.01355-07PMC2169422

[39] JinN, ChoSN, RasoMG, WistubaI, SmithY, et al (2009) Mig-6 is required for appropriate lung development and to ensure normal adult lung homeostasis. Development 136: 3347–3356.1971017410.1242/dev.032979PMC2739148

[40] CompernolleV, BrusselmansK, AckerT, HoetP, TjwaM, et al (2002) Loss of HIF-2alpha and inhibition of VEGF impair fetal lung maturation, whereas treatment with VEGF prevents fatal respiratory distress in premature mice. Nat Med 8: 702–710.1205317610.1038/nm721

[41] BolstadBM, IrizarryRA, AstrandM, SpeedTP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193.1253823810.1093/bioinformatics/19.2.185

[42] LeeJS, KimY, KimIS, KimB, ChoiHJ, et al (2010) Negative regulation of hypoxic responses via induced Reptin methylation. Mol Cell 39: 71–85.2060307610.1016/j.molcel.2010.06.008PMC4651011

[43] HwangD, SmithJJ, LeslieDM, WestonAD, RustAG, et al (2005) A data integration methodology for systems biology: experimental verification. Proc Natl Acad Sci U S A 102: 17302–17307.1630153610.1073/pnas.0508649102PMC1297683

[44] WertSE, WhitsettJA, NogeeLM (2009) Genetic disorders of surfactant dysfunction. Pediatr Dev Pathol 12: 253–274.1922007710.2350/09-01-0586.1PMC2987676

[45] AndreevaAV, KutuzovMA, Voyno-YasenetskayaTA (2007) Regulation of surfactant secretion in alveolar type II cells. Am J Physiol Lung Cell Mol Physiol 293: L259–271.1749606110.1152/ajplung.00112.2007

[46] McElroyMC, KasperM (2004) The use of alveolar epithelial type I cell-selective markers to investigate lung injury and repair. Eur Respir J 24: 664–673.1545914810.1183/09031936.04.00096003

[47] HaraS, KiyokawaE, IemuraS, NatsumeT, WassmerT, et al (2008) The DHR1 domain of DOCK180 binds to SNX5 and regulates cation-independent mannose 6-phosphate receptor transport. Mol Biol Cell 19: 3823–3835.1859623510.1091/mbc.E08-03-0314PMC2526700

[48] SeamanMN (2004) Cargo-selective endosomal sorting for retrieval to the Golgi requires retromer. J Cell Biol 165: 111–122.1507890210.1083/jcb.200312034PMC2172078

[49] PanaroNJ, YuenPK, SakazumeT, FortinaP, KrickaLJ, et al (2000) Evaluation of DNA fragment sizing and quantification by the agilent 2100 bioanalyzer. Clin Chem 46: 1851–1853.11067828

[50] KalinTV, WangIC, MelitonL, ZhangY, WertSE, et al (2008) Forkhead Box m1 transcription factor is required for perinatal lung function. Proc Natl Acad Sci U S A 105: 19330–19335.1903345710.1073/pnas.0806748105PMC2587228

[51] KlingerS, TurgeonB, LevesqueK, WoodGA, Aagaard-TilleryKM, et al (2009) Loss of Erk3 function in mice leads to intrauterine growth restriction, pulmonary immaturity, and neonatal lethality. Proc Natl Acad Sci U S A 106: 16710–16715.1980536110.1073/pnas.0900919106PMC2757836

[52] O'BrienKB, Alberich-JordaM, YadavN, KocherO, DiruscioA, et al (2010) CARM1 is required for proper control of proliferation and differentiation of pulmonary epithelial cells. Development 137: 2147–2156.2053054310.1242/dev.037150PMC2882134

[53] SchachtV, RamirezMI, HongYK, HirakawaS, FengD, et al (2003) T1alpha/podoplanin deficiency disrupts normal lymphatic vasculature formation and causes lymphedema. EMBO J 22: 3546–3556.1285347010.1093/emboj/cdg342PMC165612

[54] MiettinenPJ, BergerJE, MenesesJ, PhungY, PedersenRA, et al (1995) Epithelial immaturity and multiorgan failure in mice lacking epidermal growth factor receptor. Nature 376: 337–341.763040010.1038/376337a0

[55] GriffinCT, TrejoJ, MagnusonT (2005) Genetic evidence for a mammalian retromer complex containing sorting nexins 1 and 2. Proc Natl Acad Sci U S A 102: 15173–15177.1621489510.1073/pnas.0409558102PMC1257690

[56] VergesM (2007) Retromer and sorting nexins in development. Front Biosci 12: 3825–3851.1748534210.2741/2355

How the deposited data were processed for this re-analysis (not part of the article)

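RNA of whole lungs from *Snx5+/+* and *Snx5-/-* embryos at embryonic day 18.5 was measured on Illumina MouseRef-8 v2 BeadChips, with 2 arrays for each of 4 groups given by genotype and by the labels air and non-air. The paper states that total RNA was amplified, transcribed to cRNA, hybridized, stained with Cy3-streptavidin and scanned on an Illumina BeadStation. The authors deposited log2 intensities, which the methods describe as quantile normalized. The authors also deposited non-normalized probe intensities on a linear scale, from 107.59 to 71060, whose software and background handling are not given in the sources used here. How the detection p-values deposited beside these intensities were computed is not given in the sources used here, and neqc took them as comparisons with negative controls. The deposited log2 values lie within 0.182 of quantile normalized log2 values of the matching intensities, with an SD of 0.0109 for the difference. The share of detected probes differed little between arrays.

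The values analysed are the deposited log2 intensities under their own labels. The plan had named the intensities as the source and the log2 table as an alternative. The roles were exchanged after the files were seen, because the signal columns of the intensity table follow the log2 columns of the other air state while its detection p-value columns do not, and values of several genes named by the paper had been seen by then. The intensities under their own labels are kept as an alternative. The non-air mutant samples carry a description that names wild-type lungs, against their titles and genotype fields, and were mapped as *Snx5-/-* from the latter. The number of per-sample columns left unused is 0.

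Fits were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 8 arrays, 4 groups and no block. The comparisons were *Snx5-/-* against *Snx5+/+* lungs without air, with air and averaged over both, air against non-air in each genotype, and the interaction of genotype and air. Probes whose group mean was above a log2 intensity of 8 in at least 1 group of the comparison were tested. A call needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.3531, and counts are of distinct genes per direction over all their probes. Probes with no named gene were tested but not counted. A probe not above background at a detection p-value of 0.01 on every array of a group has only a bound there: its fold is that of the bright group's mean over the higher of the dim probe's own value and the lowest detected value per array, written as "at least". In the averaged contrast and the interaction, a bound is given where each such group lies on the lower side, and otherwise only the adjusted p. The fold cutoff and the intensity cutoff of the methods were also computed again, from the other splits of 4 arrays and from a mixture of 2 Gaussians.

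Gene lists were tested with camera on the same fit, 1 probe per gene, for lists with at least 3 tested genes. The preset inter-gene correlation was 0.01, and p-values were adjusted over the lists of 1 comparison. Camera with an estimated correlation and fry were alternatives. The ranges given for list p-values cover the settings with the air labels of the log2 table and all arrays of the comparison, and leave out the other table's labels and single left-out arrays. The named genes are every gene the paper names, the 10 largest changes per direction in the non-air genotype comparison and the 5 largest per direction in the others, among called genes whose arrays separate by group, and 2 to 4 members of each list described.

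The fits were tested on simulated data made from the group means and spreads, with 50 genes changed at each of several log2 fold changes. In the non-air comparison limma recovered 70% of the genes changed by 0.5 and 100% of those changed by 1, with 13 false calls among 198, over 13413 probes. In the air comparison it recovered 56% at 0.5, and in the averaged comparison 92%. With no simulated interaction, 0 interactions were called. The methods' combined test recovered 66% at 0.5 in the non-air comparison with 21 false calls among 204, and the methods' t-test after Benjamini-Hochberg adjustment recovered 0% at every size. A simulated shift of 0.3 in a list of 40 genes gave an adjusted p of 3.36e-36 with the preset correlation and of 0.00436 with an estimated one, and 0 of 39 unshifted lists passed (camera). The simulated genes were not correlated with each other. This check therefore cannot tell how often lists of correlated genes pass by chance.

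The alternatives were the intensities under their own labels, neqc normalization with an offset of 16, median scaling, 64 added before log2, the arrays of a comparison alone, no intensity filter, a filter on detection, an intensity trend in the variance prior, array weights, the replicate number as a block, no fold cutoff, the methods' combined test and t-test, the mean of a gene's probes, and each array left out in turn. Added after seeing the data were the matched intensities, a fit without the *Snx5-/-* air arrays, and counts without genes on the chromosome of *Snx5*, and, last, the list medians with each array left out. For genes not above background in a group, the alternatives are compared by direction and p. The combined test was computed from a t-test and a log2 median ratio test, joined by Stouffer's method. Its null distribution came from all splits of the arrays of a comparison, the real split among them. The observed values are thus part of their own null, and the counts of the combined test depend on that choice. Places from *Snx5* are counted over tested genes ordered by their start in assembly GRCm38.p6. A slide block was not run, since no column read here names a slide. The supplementary table of enriched processes and the quantitative RT-PCR were not analysed here.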

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

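The test of chance over other splits and the comparison with random lists were set before their results were seen; the counts and list tests were planned, and all other tests of explanations in this part were chosen after the result was seen. The paper's text on the arrays does not name air. In air lungs 116 genes were higher and 139 lower in *Snx5-/-* than in *Snx5+/+* lungs. Between air and non-air lungs, 62 genes were higher and 24 lower in *Snx5+/+*, and 59 higher and 13 lower in *Snx5-/-* lungs. The genotype effect differed between the states for 25 genes in the higher and 25 in the lower direction by limma's interaction test. Among them the log2 fold changes of the interaction were -3.12 for *Egr1*, -2.89 for *Fos*, -2.42 for *Ccn1* and 1.75 for *Ifit3*, whose probe ILMN_1230458 was not called (adjusted p = 0.136). The ratio between the folds of both states was at least 29.1 for *Xist* and at least 3.05 for *Lrrc57*, each not above background in 1 group. No size is given for *Eif2s3y*, *Fosb*, *Kdm5d* and *Nlrc5*, not above background in 3 of the 4 groups (interaction adjusted p = 4.56e-08, 3.74e-06, 1.40e-05 and 2.05e-04, limma). *Xist* was not detected on the 2 *Snx5-/-* air arrays, so sex is mixed with genotype and air in every interaction. *Xist*, *Eif2s3y* and *Kdm5d* are themselves sex-linked, and *Lrrc57* lies 106 places from *Snx5*, in the region with more called genes. The immediate-early and interferon-response lists passed the interaction test also with an estimated correlation (adjusted p = 0.0115 and 0.0360, camera). With 1 array left out, the interaction counts ran from 12 to 174 higher and from 15 to 367 lower genes, both highest without *Snx5+/+* non-air replicate 1. Over the 8 arrays split into 4 and 4 with the air state as a covariate, 185 genes were called for the real genotypes. The highest number in any other of the 34 splits was 3, so 1 split, the real one, was as large. The other splits leave the genotype differences in the residual spread, which lowers their counts. With so few splits, this comparison alone cannot exclude chance.

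Immediate-early genes, which respond within minutes to stimuli, were higher in the *Snx5+/+* air lungs than in every other group. The sex of the lungs is argued against as the cause of the rise in *Snx5+/+* lungs, where *Xist* was detected on all 4 arrays and the list's median still rose by 1.13. For the lower level in *Snx5-/-* air lungs, sex and genotype cannot be told apart, since *Xist* was not detected on either of these 2 arrays. Exchanged air labels stay open, since 2 of the 3 sets of deposited columns (log2 values, detection p-values and intensities) place these arrays under air and the intensities do not. The log2 values count among these by construction, since their labels are the ones in question. Only the detection p-values stand beside them. The paper's quantitative RT-PCR found *Inmt* and *Lgals3bp* lower. *Inmt* was lower without air and higher with air under the log2 labels, so its result goes with these labels. *Lgals3bp* was negative in both states. Its genotype effect was not shown to differ between them, so it does not tell the labels apart. The RT-PCR also found *Aqp5*, *Pdpn* and *Ager* lower. In limma's main fit *Aqp5* was called without air under the log2 labels, and *Pdpn* and *Ager* under the other labels. All 3 were negative in both states, so they do not tell the labels apart. *Zfp36* and *Dusp1*, also reported as lower, go with the other labels, since their genotype effects differed between the states. For *Klf2*, also reported as lower, the effect was not shown to differ, so it does not tell the labels apart. The paper names no air state for any of these genes. General stress before RNA isolation stays open, since the heat shock list did not pass in *Snx5+/+* air against non-air lungs (adjusted p = 0.0682, camera) and its median was positive. A genotype effect on the response to air may be the biological explanation, and it stays open too.

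Called genes were more frequent near *Snx5* than elsewhere. Over both states, 5.33% of the 300 genes 51 to 200 places from *Snx5* were called, against 2.21% on other chromosomes (two-sided Fisher's exact test, p = 0.00239). This share argues against an effect of the trap on adjacent genes alone, and it goes with a segment of the donor strain kept around the trapped allele. Genes on this chromosome were also called between lungs of 1 genotype. For air in *Snx5+/+* lungs, 62 genes were higher and 24 lower, and 51 and 14 without this chromosome. *Cat* and *Tmem87a*, 175 and 110 places from *Snx5*, were among those lower. Whether calls near *Snx5* are more frequent in that comparison was not tested. Donor-strain bases under the probes, which could lower a signal without a change in transcript, stay open, since 78.3% of the called genes within 200 places and 62.2% of those on other chromosomes were lower (two-sided Fisher's exact test, p = 0.170). A biological effect of *Snx5* on single neighbours was not tested apart from the segment.

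Oxidative phosphorylation genes were higher in *Snx5-/-* non-air lungs as a list, of which limma called 0 of 69 genes. The list did not pass with an estimated correlation (adjusted p = 0.327, camera) or with fry (0.220). Cardiac markers were higher in air lungs too while the oxidative phosphorylation median was -0.0809 there, so heart tissue did not raise these genes in both states. For the non-air shift heart tissue stays open. *Snx5+/+* non-air replicate 2 had the lowest level of both lists, with mean deviations of -0.40 for oxidative phosphorylation and -0.59 for cardiac markers. Replicate 1 had 0.01 and -0.18. A shift of all genes of like intensity is argued against, since 0 of 10000 random lists matched on intensity had a median as high, and the highest was 0.09. Quantile normalization is argued against, since with median scaling in its place the median was 0.29 and the list passed (adjusted p = 3.37e-13, camera). A low level of 1 *Snx5+/+* array may explain much of the shift and stays open beside a genotype effect: without *Snx5+/+* non-air replicate 2 the median was 0.0579, though the list still passed (adjusted p = 0.0251, camera).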

How the results depend on the processing

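The matched intensities, the fit without the *Snx5-/-* air arrays and the counts without the chromosome of *Snx5* were chosen after the result was seen. Of 88 called single gene results, 77 stayed called in the same direction under every setting run for them, and of 92 not called, 79 stayed so. The other table's labels, the methods' t-tests and left-out arrays are set aside here. Some settings were not run for every result. Each group has 2 arrays, which limits every comparison. The cause of the changes below was not tested, apart from exchanged labels, which exchange the states by construction, and smaller fits, which hold fewer arrays. A slide block was not run, since no slide is named in the columns read.

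Under the labels of the intensities, higher and lower counts were 117 and 140 for genotype without air, 26 and 38 with air, 24 and 63 for air in *Snx5+/+* and 13 and 59 for air in *Snx5-/-* lungs. Genotype changes turned to -0.23 for *Cxcl1*, -1.19 for *Dusp1*, 0.56 for *Inmt*, -0.0903 for *Saa3* and -0.25 for *Scgb3a1* without air, and 0.0142 for *Dusp1* and -0.60 for *Inmt* with air. Air changes in *Snx5+/+* lungs turned to 0.86 for *Abca8a*, 0.76 for *Cat*, -2.22 for *Ccn1*, -3.18 for *Egr1*, 0.91 for *Flrt3*, -3.29 for *Fos*, 1.04 for *Lrrc29* and 1.76 for *Tmem87a*. Those in *Snx5-/-* lungs turned to 1.33 for *Cxcl1*, 0.77 for *Gdf10*, 0.77 for *Hbb-y* and -1.995 for *Rmdn3*. Under the log2 labels another probe was not called for *Flrt3* in *Snx5+/+* lungs (adjusted p = 0.130, limma), and for *Fga* (0.0926) and *Rmdn3* (0.960) in *Snx5-/-* lungs. Interactions turned to 2.42 for *Ccn1*, 3.12 for *Egr1*, 2.89 for *Fos* and -1.75 for *Ifit3*. Genes not above background in a group turned as well, with limma adjusted p-values of 0.137 (*Xist*, genotype with air), 1.12e-07 and 3.67e-05 (*Fosb* and *Ier2*, air in *Snx5+/+*), 1.75e-09, 0.00775, 4.99e-07, 6.55e-07, 2.58e-05 and 2.23e-09 (*Eif2s3y*, *Fga*, *Kdm5d*, *Lrrc57*, *Nlrc5* and *Xist*, air in *Snx5-/-*), and 4.15e-08, 2.95e-06, 1.41e-05, 2.40e-04, 2.37e-04 and 4.15e-08 (*Eif2s3y*, *Fosb*, *Kdm5d*, *Lrrc57*, *Nlrc5* and *Xist*, interaction). Lists that turned had camera adjusted p-values of 2.36e-05 and 1.11e-05 (interferon response, genotype without and with air), 0.0348 and 1.58e-11 (oxidative phosphorylation, likewise), 3.98e-33, 5.25e-10 and 1.03e-11 (immediate-early, neutrophil and oxidative phosphorylation, air in *Snx5+/+*), 0.00311, 1.35e-11, 3.54e-07, 5.93e-12 and 6.99e-06 (immediate-early, interferon, macrophage, neutrophil and proliferation, air in *Snx5-/-*), and 1.55e-27, 4.98e-11, 2.29e-11 and 3.01e-07 (immediate-early, interferon, oxidative phosphorylation and proliferation, interaction). Ribosome biogenesis, RNA processing and translation factors without air gave 0.908, 0.800 and 0.765, and the fold cutoff was 0.26.

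By the methods' combined test, higher and lower counts were 60 and 79 for genotype without air, 223 and 251 with air, 103 and 58 for air in *Snx5+/+* and 140 and 55 in *Snx5-/-* lungs. The methods' t-test gave 67 and 113, 205 and 235, 139 and 102, and 154 and 65 in the same order at their unadjusted threshold. After Benjamini-Hochberg adjustment it gave 0 and 0, 0 and 1, 0 and 0, and 0 and 0, where limma's counts at an unadjusted p under 0.05 were 774 and 740 without air and 837 and 824 with air. With the arrays of a comparison alone, there were 7 higher and 18 lower genes for genotype without air, 24 and 7 for air in *Snx5+/+*, and 20 lower for air in *Snx5-/-* lungs. With neqc normalization there were 18 higher genes for genotype without air and 8 lower for air in *Snx5-/-* lungs, and the *Snx5* probe was not called in air lungs (adjusted p = 0.0974, limma). With array weights there were 182 higher genes for genotype with air and 23 lower for air in *Snx5-/-* lungs. Without genes on the chromosome of *Snx5*, 20 were lower and 23 higher for genotype without air, and 14 were lower for air in *Snx5+/+* lungs. Over all probes the fold cutoff was 0.26. Across genes called in either state, which are not independent replicates, r was 0.54 and rho 0.49.

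For lists without air, RNA processing passed with neqc normalization (adjusted p = 0.0305, camera), median scaling (0.0308), no filter (0.0443), array weights (0.0482), fry (0.0186) and the mean of probes (0.0138). With an estimated correlation, both type I lists gave 0.235, ribosome biogenesis 0.446 and oxidative phosphorylation 0.327. Fry gave 0.236 and 0.220 for the last pair.

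With 1 array left out, the counts ran from 2 to 433 higher and 5 to 218 lower for genotype without air, 35 to 185 and 49 to 201 with air, 18 to 660 and 5 to 441 for air in *Snx5+/+*, 16 to 78 and 2 to 23 for air in *Snx5-/-* lungs, 12 to 174 and 15 to 367 for the interaction, and 62 to 167 and 97 to 185 for the average. The camera adjusted p-values without air ran from 0.706 to 0.932 for Notch targets, 0.00169 to 0.367 for ribosome biogenesis, 0.0222 to 0.173 for RNA processing and 0.137 to 0.705 for translation factors.

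With the replicate number as a block, 19 genes were higher and 30 lower for genotype without air, and 95 and 115 with air. Deviations of same-numbered arrays correlated at 5.0e-05, -0.234, -0.236, 0.292, 0.0534 and 0.241 over the 6 pairs of groups, so the numbers are not taken to pair the lungs.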

Differences from the paper's values

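The settings named here were set before the data were examined, but the choice of the log2 table over the intensities was made after values of several genes had been seen, and the genes discussed are those of the paper. The paper reports decreased expression of more than 60 genes in *Snx5-/-* lungs, and 38 were lower here in non-air lungs by limma at the thresholds its methods state. Since the paper gives 60 as a lower bound, the counts are set against 60 itself. Settings under which the count came within 1.5 times of 60 were 64 added before log2 (56), no intensity filter (52), the variance prior with an intensity trend (53) and the methods' combined test (79). Of these, only the combined test gave more than 60. It is the test that the methods describe, as far as it can be computed from 4 arrays. The count stayed below under neqc normalization (31), median scaling (37), the 4 arrays alone (18), the filter on detection (38), array weights (31), the replicate block (30), no fold cutoff (38) and the methods' t-test after adjustment (0, where limma found 740 lower at an unadjusted p under 0.05). It was above with the intensities under their own labels (140), the methods' t-test unadjusted (113) and without *Snx5+/+* non-air replicate 1 (218), and it was between 5 and 31 without any other single array.

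The paper states that T1α, Aqp5 and Rage were significantly decreased on its arrays, and it reports lower mRNA of them by quantitative RT-PCR as well. In non-air lungs *Aqp5* was called lower, and *Pdpn* (-0.33, adjusted p = 0.234, limma) and *Ager* (-0.44, adjusted p = 0.101) were negative but not called. *Ager* was called with an intensity trend (adjusted p = 0.0335), by the methods' single test at their unadjusted threshold, without *Snx5+/+* non-air replicate 1 (0.0245) and with the intensities under their own labels (0.0343), and *Pdpn* only with the latter (0.0148). In the contrast averaged over both states all 3 were called lower, though both *Snx5-/-* air arrays in it lack *Xist*.

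The paper states that the genes it names from SMRT mutant lungs, of which it lists 6, were decreased. In non-air lungs *Lgals3bp* and *Inmt* were called lower, and *Klf2*, *Klf4*, *Zfp36* and *Dusp1* were not. With the intensities under their own labels, *Klf2* (-0.74, adjusted p = 0.00251, limma), *Zfp36* (-0.92, adjusted p = 4.11e-04) and *Dusp1* (-1.19, adjusted p = 5.48e-05) were called lower, *Inmt* was called higher (0.56, adjusted p = 0.0107), and *Lgals3bp* and *Aqp5* were not called. *Klf4* was called over all genes in no setting run, at -0.42 (adjusted p = 0.122, limma) in air lungs, where it passed when adjusted over the list alone. Averaged over both states, 4 of the 6 were called lower, and for *Dusp1*, *Zfp36* and *Klf2* this rests on the air arrays, where both *Snx5-/-* arrays lack *Xist*.

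The paper states that several genes of ribosome biogenesis, RNA processing, translation and oxidative phosphorylation were increased. Limma called 0 genes of these lists higher in non-air lungs. At an unadjusted p under 0.05 there were 7, 9, 3 and 13 higher genes in these lists, and the methods' combined test called 1, the RNA processing gene *Lsm7*. Of 56 cytosolic ribosomal protein genes, which also serve translation, 47 were positive, 16 were higher at an unadjusted p under 0.05, 5 when adjusted over the list alone, 2 by the methods' combined test and 3 by their single test. Limma called 0 of them over all genes, and as a list they passed (adjusted p = 1.67e-07, camera), but not with an estimated correlation (0.235). As lists, ribosome biogenesis and oxidative phosphorylation passed with the preset correlation, but not with an estimated one (adjusted p = 0.446 and 0.327, camera) or with fry (0.236 and 0.220). RNA processing passed only under some settings (such as 0.0305 with neqc normalization, camera, in a range from 0.0138 to 0.235 over the settings with the log2 table's labels and all arrays), and translation factors passed in none (0.538 to 0.932 over the same settings).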

Other observations

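The tests of air against non-air lungs were planned in advance, and the choice of genes to describe from them was made by a fixed rule; the reading of sex-linked genes was chosen after the result was seen. In *Snx5+/+* lungs, 13 of 18 immediate-early genes rose with air, 16 when adjusted over the list alone, at a median log2 fold change of 1.13 (adjusted p = 4.75e-33, camera; adjusted p = 0.00760 with an estimated correlation, in a range from 2.13e-43 to 0.00760; n = 2 lungs per group). Under the air labels of the intensities, every direction of air against non-air given here is the opposite. *Fos*, a subunit of the AP-1 transcription factor, had a log2 fold change of 3.29 (standard error 0.13, adjusted p = 1.21e-07, limma). The growth-response gene *Egr1* had 3.18 and the matricellular gene *Ccn1* 2.22, and *Fosb* was at least 7.10-fold higher. In *Snx5-/-* lungs, 0 of 17 of these genes were called with air by limma, 5 were higher and 1 lower when adjusted over the list alone, and the median was 0.20, or 0.10 without *Snx5-/-* non-air replicate 1 (adjusted p = 0.00308, camera; 0.174 with an estimated correlation, in a range from 2.17e-04 to 0.174). Of neutrophil granule genes, 5 of 8 rose with air in *Snx5+/+* and 4 of 9 in *Snx5-/-* lungs, at medians of 0.77 and 0.58 (adjusted p = 4.52e-10 and 6.90e-12, camera; 0.176 and 0.0880 with an estimated correlation, in ranges from 8.73e-11 to 0.176 and from 3.16e-14 to 0.0880). The chemokine gene *Ccl4* was at least 1.72-fold higher with air in *Snx5+/+* lungs, and *Il1b*, which encodes an inflammatory cytokine, was at least 1.68-fold higher in *Snx5-/-* lungs.

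Interferon-response genes moved with air in *Snx5-/-* lungs, where 4 of 16 rose, 7 when adjusted over the list alone, at a median of 0.36 (adjusted p = 2.05e-11, camera; 0.0627 with an estimated correlation, in a range from 8.18e-13 to 0.0627). *Ifit3* had a log2 fold change of 1.19 and the immunoproteasome gene *Psmb9* one of 0.95 (adjusted p = 2.88e-04 and 0.0143, limma). In *Snx5+/+* lungs *Ifit3* and *Stat2* fell by 0.56 and 0.51. The other 2 probes of *Ifit3* were not called with air in *Snx5-/-* (adjusted p = 0.444 and 0.0554, limma) or in *Snx5+/+* lungs (adjusted p of at least 0.146). Proliferation genes had a median of -0.24 with air in *Snx5-/-* lungs, 16 of 17 negative and 0 called by limma over all genes or over the list alone (adjusted p = 6.07e-06, camera; 0.0880 with an estimated correlation, in a range from 1.10e-06 to 0.0880). *C1qc*, a complement gene of macrophages, was the 1 macrophage marker that rose with air in *Snx5-/-* lungs (log2 fold change 0.70, adjusted p = 0.0155, limma), and *Hes1* had 0.69 there (adjusted p = 0.0126, limma). *Xist* was detected on 6 arrays and on 0 of the 2 *Snx5-/-* air arrays, so genotype, air and sex are mixed in every comparison with those 2 arrays. With 1 array left out, the counts for air ran from 18 higher and 5 lower genes without *Snx5+/+* air replicate 2 to 660 and 441 without *Snx5+/+* non-air replicate 1 in *Snx5+/+* lungs, and from 16 and 2 without *Snx5-/-* non-air replicate 1 to 78 and 23 without either *Snx5+/+* non-air array in *Snx5-/-* lungs.

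Across the 9223 genes tested in both states, which are not independent replicates, the genotype log2 fold changes correlated with a Pearson r of 0.22 and a Spearman rho of 0.08, and 51.8% had the same sign. The 2 comparisons share no arrays. Among the 232 genes called in either state, 173 had the same sign, or 74.6%.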
